# Zuo1 supports G4 structure formation and directs repair toward nucleotide excision repair

**DOI:** 10.1038/s41467-020-17701-8

**Published:** 2020-08-06

**Authors:** Alessio De Magis, Silvia Götz, Mona Hajikazemi, Enikő Fekete-Szücs, Marco Caterino, Stefan Juranek, Katrin Paeschke

**Keywords:** Biochemistry, DNA, Molecular biology, DNA damage and repair

## Abstract

Nucleic acids can fold into G-quadruplex (G4) structures that can fine-tune biological processes. Proteins are required to recognize G4 structures and coordinate their function. Here we identify Zuo1 as a novel G4-binding protein in vitro and in vivo. In vivo in the absence of Zuo1 fewer G4 structures form, cell growth slows and cells become UV sensitive. Subsequent experiments reveal that these cellular changes are due to reduced levels of G4 structures. Zuo1 function at G4 structures results in the recruitment of nucleotide excision repair (NER) factors, which has a positive effect on genome stability. Cells lacking functional NER, as well as Zuo1, accumulate G4 structures, which become accessible to translesion synthesis. Our results suggest a model in which Zuo1 supports NER function and regulates the choice of the DNA repair pathway nearby G4 structures.

## Abstract (web summary)

G4 structure-interacting proteins have been linked to DNA repair processes. Here the authors reveal that in yeast, Zuo1 associates with G4 structures and plays a role in repair pathway choice by promoting nucleotide excision repair and ultimately contributing to maintenance of genome stability.

## Introduction

The demonstration that secondary DNA and RNA structures influence biological processes has revolutionized modern biology and brought attention particularly toward G-quadruplex (G4) structures. These are non-canonical secondary arrangements of (at least two) π−π stacking guanine tetrads that form within guanine-rich DNA and RNA sequences^1,2^. While controversially discussed in the past, there is growing evidence of their formation and biological function in vivo, which is conserved from bacteria to human^3^. In yeast and human, G4 structure-forming sequences (G4 motifs) are significantly enriched at key functional units like promoters, mitotic and meiotic double-strand breaks (DSBs), and telomeres^4–6^, pointing to a variety of critical cellular functions including transcription, cell-cycle regulation and telomere maintenance^7^. As G4 structures intervene in such a variety of biological processes they need to be properly regulated and unwound. A large number of proteins, mostly helicases, unfold G4 structures in vitro and in vivo^8^. Changes in G4 structure formation and unfolding can lead to replication fork stalling^9,10^, accumulation of deletions/mutations^11–13^, genomic copy number alterations and a high recombination frequency^6,14–19^. In model organisms (*Caenorhabditis elegans* and *Saccharomyces cerevisiae)* as well as in human tissue culture it has been shown that changes in G4 structure regulation lead to genome instability^10,20–23^.

Although the underlying mechanisms have yet to be clarified, the formation of G4 structures is connected to DNA repair as indicated by the findings that many G4 structure-interacting proteins are linked to DNA repair processes^24–29^. BRCA1 and Rad51, as well as Ku80, have been shown to interact with G4 structures and function during either homologous recombination (HR) or non-homologous end-joining (NHEJ), respectively^25,26^. In addition to these canonical repair pathways, post-replicative repair proteins such as the translesion synthesis (TLS) protein Rev1^27,29,30^ and the polymerase *θ*^31^ have also been linked to G4 structure formation. Furthermore, the helicases XPD and XPB, involved in transcription regulation and nucleotide excision repair (NER), have been shown to regulate G4 structures both in vitro and in vivo^32^. These studies underline the finding that G4 structures are prone to breakage and are a risk for genome stability. Contrarily, G4 structure-induced damage is also beneficial for the cell during class-switch recombination, antigenic variations or the repair of oxidized guanines^33–36^. These contrary findings demonstrate that there must be a subtle equilibrium between G4 structure-induced genome instability and G4 structure-promoted repair processes. Nevertheless, detailed knowledge on the impact of G4 structures on DNA repair is currently missing.

Based on the here presented data we speculate that G4 structures serve either as loading platforms for proteins involved in DNA repair or as bumps, which are slowing down the replication upstream of a lesion and thereby influencing the choice between different repair systems. We identify more than 100 candidate proteins that bind to G4 structures in *S. cerevisiae*; among these is Zuo1. By in vitro and in vitro experiments we reveal that Zuo1 supports G4 structure formation and contributes to genome stability by recruiting NER factors. Especially after UV damage, when more G4 structures form, Zuo1 function is essential to preserve genome stability. Zuo1 modulates G4 structure levels and acts as a molecular switch for the selection of the appropriate DNA repair pathway.

## Results

### Zuo1 binds to G-quadruplex structures in vitro

We performed yeast one-hybrid (Y1H) screens with a G4 motif as a bait region to identify proteins that recognize G4 structures in vivo. In detail, a G4 motif from chromosome IX (G4_IX_; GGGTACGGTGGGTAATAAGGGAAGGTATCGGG) was used as bait sequence (bait-G4) and was integrated upstream of a reporter gene (Aureobasidin A resistance gene) (Fig. 1a). The in vitro folding of G4_IX_ into a parallel quadruplex was confirmed by circular dichroism (CD), with characteristic peaks at 243 and 264 nm, in 100 mM K^+^ (Fig. 1b)^37^. We identified 157 potential G4 structure-interacting proteins using this approach (Supplementary Data 1). Among the identified proteins was Zuo1, a conserved eukaryote-specific, multifunctional J-protein present in the cytosol and nucleus^38,39^. Its published function in transcription and DNA repair^40,41^ makes it a prime candidate to further address its biological function at G4 structures in the cell. To validate the specific interaction of Zuo1 with the bait-G4 structure we performed a Y1H experiment using a mutated G4 motif (G4_mut_) as a bait construct. CD analysis confirmed that no G4 structure forms within this mutated G4 sequence (Fig. 1b). The lack of growth on selective media when the mutated G4 motif was used as a bait indicated that Zuo1 binds specifically to the G4 sites in the Y1H assay.

**Fig. 1:**
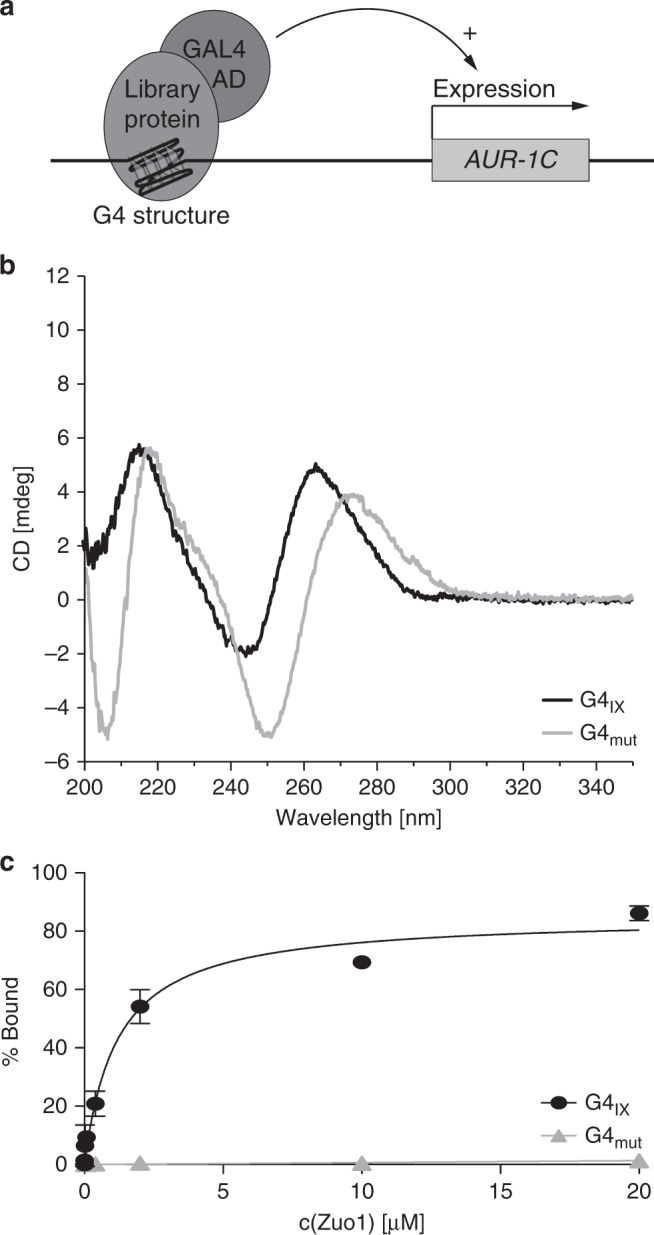
Zuo1 binds to G-quadruplex structures in vitro. **a** Graphic illustration of the yeast one-hybrid screen (Y1H) system. GAL4 AD, Galactose Activation Domain. *AUR-1C*, Aureobasidin A **b** CD spectra of the folded oligonucleotides G4_IX_ and G4_mut_ in the presence of 100 mM K^+^. **c** Quantification of Zuo1-binding to G4_IX_ and G4_mut_ by filter binding assay. Error bars correspond to one standard deviation of the mean of three independent experiments.

There are two limitations in this approach: first, the interaction of Zuo1 with G4 structures can be direct or indirect; second, we cannot reveal whether Zuo1 binds to G4 structures or to unfolded G4 motifs. To overcome these restrictions, we purified Zuo1 from *Escherichia coli* (Supplementary Fig. S1a) and performed in vitro binding analyses (Fig. 1c). Zuo1-binding to G4 structures was determined by double-filter binding assays (Fig. 1c, Supplementary Fig. S1b–e) using four different G4 structures (G4_IX_, G4_rDNA_, G4_TP1_, G4_TP2_) and four non-G4 sequences as controls (dsDNA, G4_mut_, forked and bubbled DNA). Double-filter binding analyses revealed that significant Zuo1 binding to all tested G4 structures (apparent *K*_d_ range: 0.67–1.27 µM) and no binding to any control sequence (Fig. 1c, Supplementary Fig. S1b–e).

Furthermore, CD titration experiments under sub-optimal G4-stabilizing conditions (100 mM Na^+^ in place of K^+^) served to prove Zuo1 as able to influence the G4 conformational equilibrium. Under these conditions, G4_IX_ indeed folds into a dominantly hybrid-1 quadruplex as seen by the CD spectrum with an additional distinct positive peak at 295 nm (Supplementary Fig. S1f). Increasing Zuo1:G4_IX_ molar ratio prompted up to 14-fold ellipticity increase at 264 nm, along with the simultaneous decrease of the 295 nm band, proving the Zuo1-induced parallel G4_IX_ stabilization.

### Zuo1 binds G4 motif sites genome-wide and supports G4 formation

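For the ChIP-seq of Zuo1, yeast cells of the W303 background that express Zuo1 with a Myc tag were crosslinked, the chromatin was sheared, and DNA bound to Zuo1 was precipitated with an antibody against Myc. The experiment has 2 IP libraries and 2 input libraries, the latter made from sheared chromatin of the same strain without precipitation. The authors aligned 64 bp single-end reads to the sacCer3 genome, pooled the libraries and called peaks of the IP over the input with MACS 2.0 at a q-value of 0.05. The deposited list gives each peak its position, its summit, the fold enrichment at the summit over the local background, and the −log10 of the p-value and q-value. Fold enrichments given for peaks are therefore the authors' values. The MACS command in the Reporting Summary names 1 input library among the treatment files and 1 IP library among the control files. It was assumed here that the IP was the treatment and the input the control, and the meaning of fold enrichment over input depends on this. The counts recovered from the list, given below, argue against an input library among the treatment files. Because the libraries were pooled before the call, the list holds no value for a single replicate. The reads were not used here, so no spread between the IP samples is given. A strain without the Myc tag, which would show signal that arises without the tagged protein, was not analysed here.

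From this list, the overlap of peaks with genomic features was counted against the sacCer3 sequence (R64) and its annotation. A peak counted as overlapping when it shared at least 1 bp with a feature. The expected number came from 10000 random placements, in which every peak kept its length and its chromosome. Each p-value is two-sided, and 0.0002 is the smallest that 10000 placements can give. The p-values were adjusted by the Benjamini-Hochberg method over 13 feature sets. G4 motifs were searched on both strands as 4 tracts of 3 or more G with loops of 1 to 25 nt, and overlapping matches were merged, which gave 658 motif regions. This motif set, and not the list used in the paper, is behind the numbers of overlaps given here. Promoters were taken as the 500 bp upstream of each start codon. Coordinates are counted from 1.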

We performed chromatin immunoprecipitation (ChIP) followed by genome-wide sequencing analysis (ChIP-seq) in asynchronous yeast cultures expressing C-terminal Myc-tagged Zuo1 to test the binding of Zuo1 to G4 motifs in vivo. 

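The IP libraries held 3143419 and 2962173 reads and the input libraries 32810705 and 19531001 reads, as the paper's Reporting Summary lists them. The IP was thus read less deeply than its control, with 0.117 IP reads for each input read. The peak list gives no read numbers. The number of IP fragments over each summit and the local background were recovered from the fold enrichment and the Poisson p-value, which together fix both. The recovered number of fragments was a whole number, within a tolerance of 0.05, in 100.0% of the peaks. A summit was covered by a median of 91 IP fragments, with a range from 43 to 522. The local background, scaled to the depth of the IP, had a median of 36.71 fragments over the nuclear peaks and ranged from 8.39 to 45.63 over all peaks. The highest number equals the limit that follows when only 1 read per position and strand is kept, since 261 bp, the length of the shortest peak, then allow at most 522 fragments over a base. Of the local backgrounds, 52.6% lay on whole steps of 0.08741 fragments, taken as the weight of 1 control read after scaling. A weight this small means far more reads in the control than in the treatment. This argues against an input library among the treatment files of the run.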

We obtained 6.1 × 10^6^ reads of which 94% mapped to the *S. cerevisiae* genome (sacCer3). 

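The list of pooled peaks holds 1543 peaks on the nuclear chromosomes and 51 on the mitochondrial DNA. The peaks have a median length of 426 bp, the longest spans 18162 bp, and together they cover 8.56% of the reference. Fold enrichment over input started at 1.56 and had a median of 2.44. It was under 2 in 324 peaks. The choice that changed the number of peaks most was a minimum fold enrichment of 3, which 483 peaks passed. When peaks closer than 300 bp were merged, 1307 remained, and 1575 peaks had a q-value of 0.001 or less. Chromosome XII carried 194 peaks, the most of all chromosomes, while the mitochondrial DNA had the highest density with 59.46 peaks per 100 kb.

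The highest fold enrichment, 14.06, was measured on chromosome IV from 427209 to 427934 in NOP1. The peak on chromosome V from 441834 to 442844 reached 12.33 and covers SCR1, a Ty1 long terminal repeat and ARS519. On chromosome IV, the peak from 1328830 to 1330765 in NPL3 had a fold enrichment of 12.00 and overlapped 1 G4 motif. HPF1 on chromosome XV holds a peak of 11.99 from 29287 to 31575. The next peaks lie in telomeres, with 11.95 in TEL06L, 11.69 in TEL15L, 11.66 in TEL03L, 11.61 in TEL01R and 11.28 in TEL08R, and each of these overlapped at least 1 G4 motif. The tenth place among the nuclear peaks is shared by 2 peaks in the rDNA on chromosome XII, both with a fold enrichment of 11.22 and with the IP count at the limit of 522 fragments. One, from 451233 to 469394, covers the rDNA units RDN37-1 and RDN37-2, and the other, from 488762 to 490611, covers RDN5-6.

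**Figure D1:**
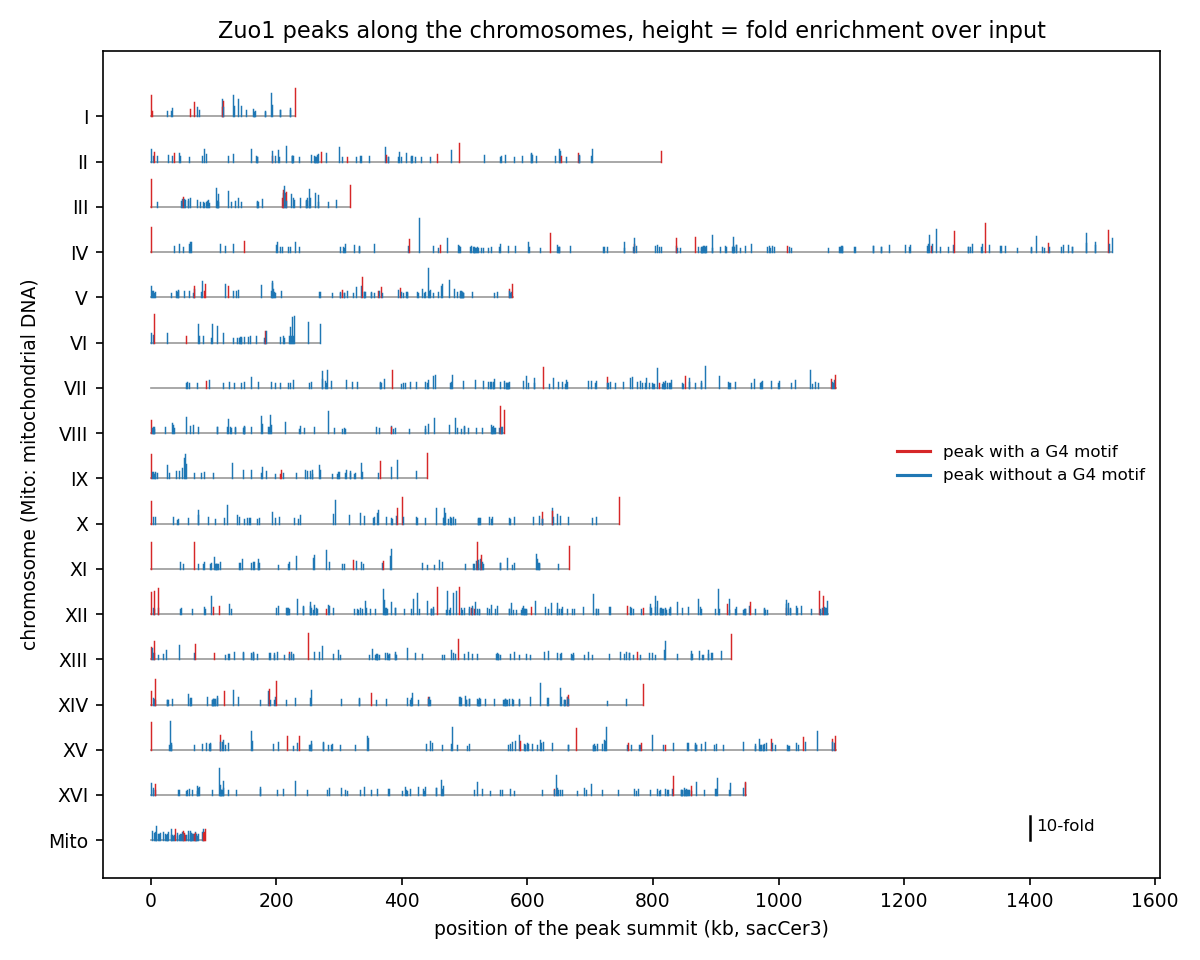
Position of the Zuo1 peak summits along the 16 nuclear chromosomes and the mitochondrial DNA in kb of sacCer3, with the height of each line giving the fold enrichment over input of the pooled libraries (black bar, 10-fold). Red lines are the 146 peaks that overlap a G4 motif and blue lines the 1448 that do not, and high red lines stand at many chromosome ends.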

We identified 1594 chromosomal binding sites for Zuo1 using MACS 2.0 (Fig. 2a, Supplementary Data 2). Peaks were compared with genomic features (centromeres, ARS and promoters as annotated by SGD, https://www.yeastgenome.org), previously identified protein-binding regions (Pif1, γ-H2AX, DNA Pol2) and regions harboring putative G4 motifs^4,9^. 

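Of the 16 annotated centromeres, which together span 1883 bp, 9 were each overlapped by a peak, with fold enrichments from 1.77 at CEN11 to 3.16 at CEN13. Random placement of the peaks gave 1.6 ± 1.27 (SD), so that the observed number was 5.66 times the expected one (permutation test, p = 0.0002, the smallest 10000 placements can give, adjusted p = 0.00032). Of the peaks with a fold enrichment of 3 or more, 1 overlapped a centromere, that at CEN13 on chromosome XIII from 267738 to 268300 (observed over expected 1.52, permutation test, p = 0.97). The annotation lists 359 regions with origins of replication (ARS). They were overlapped by 40 peaks where 48.0 ± 6.66 (SD over the placements) were expected, a difference within the spread of the placements (observed over expected 0.833, permutation test, p = 0.25, adjusted p = 0.33). The binding regions of Pif1, γ-H2AX and DNA Pol2 were not analysed here.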

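At least 1 G4 motif was overlapped by 146 of the 1594 peaks (9.16%), whereas random placement of the peaks gave 60.2 ± 7.36 (SD over 10000 placements). The observed number was 2.43 times the expected one and lay above every placement (permutation test, p = 0.0002, the smallest the placements can give, adjusted p = 0.00032). Among peaks with a fold enrichment of 3 or more, 114 overlapped a motif and 23.6 were expected, 4.83 times as many. The ratio was highest, 9.72, when the summit had to lie inside the motif. Of the alternatives set in advance, GC-matched placements were the one under which the two-sided call changed. When each peak was placed only at positions whose GC content differed from its own by at most 2 percentage points, 128.2 peaks were expected, the ratio fell to 1.14 (permutation test, two-sided p = 0.083, one-sided p = 0.041). The GC content of a peak includes the bases of the motif itself. With GC content counted outside the motifs, an alternative chosen after seeing the data, the ratio was 1.47 (permutation p = 0.0002, the smallest possible).

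Promoters were overlapped by 616 peaks, with 649.1 ± 18.69 (SD) expected. The observed number was 0.949 times the expected one, which is within the spread of the placements (permutation test, p = 0.083, adjusted p = 0.12). The direction depended on the peaks and the promoter length. Of the peaks with a fold enrichment of 3 or more, 263 overlapped a promoter, 1.21 times the expected 217.8 (permutation p = 0.0002, the smallest possible). With promoters of 1000 bp the ratio was 1.04 (permutation test, p = 0.081), and with 250 bp it was 0.813 (p = 0.0002, the smallest possible). The paper reports a significant overlap of the peaks with G4 motifs (Fig. 2b), and the title of Fig. 2 states that Zuo1 binds such motifs genome-wide. The R-loops and replication pausing sites were not analysed here.

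**Figure D2:**
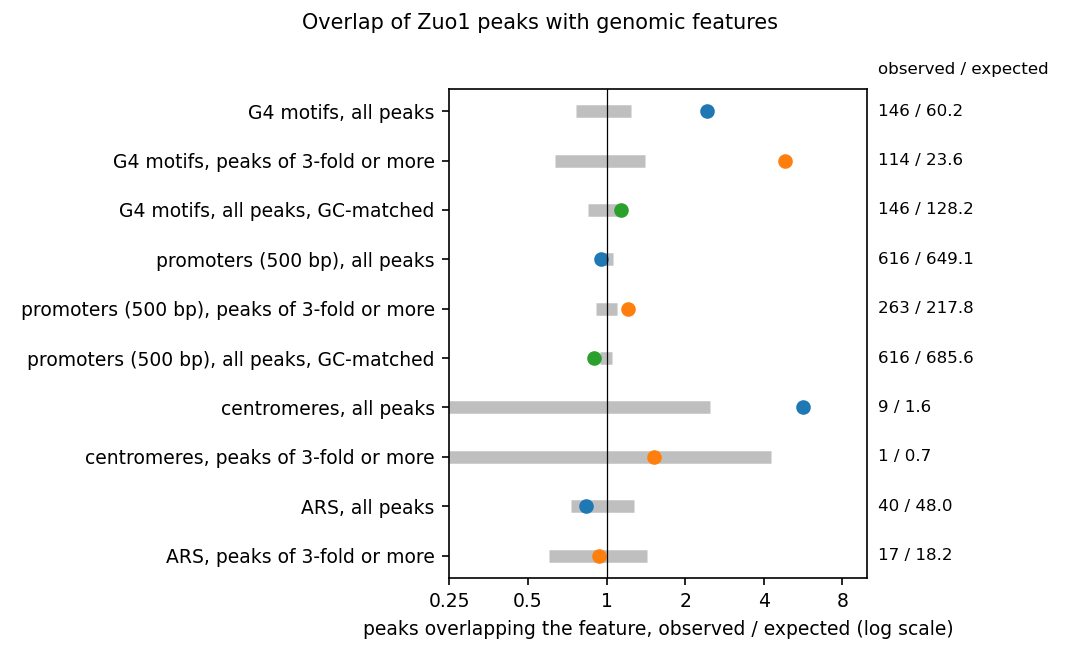
Number of Zuo1 peaks that overlap each genomic feature, divided by the mean of 10000 random placements (log scale). Points are the observed ratios for all peaks (blue), peaks with a fold enrichment of 3 or more (orange) and all peaks against GC-matched placements (green), and grey bars hold the middle 95% of the placements. For G4 motifs the ratio is 2.43 with all peaks and 1.14 against GC-matched placements.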

Peaks significantly overlapped to G4 motifs (Fig. 2a, b), promoters (*p* = 0.007), replication pausing sites and R-loops (*p* = 0.0001)^42^. No correlation with DNA damage sites marked by phosphorylated H2Ax (γ-H2AX)^4^ was observed (Supplementary Fig. S2a–d).

**Fig. 2:**
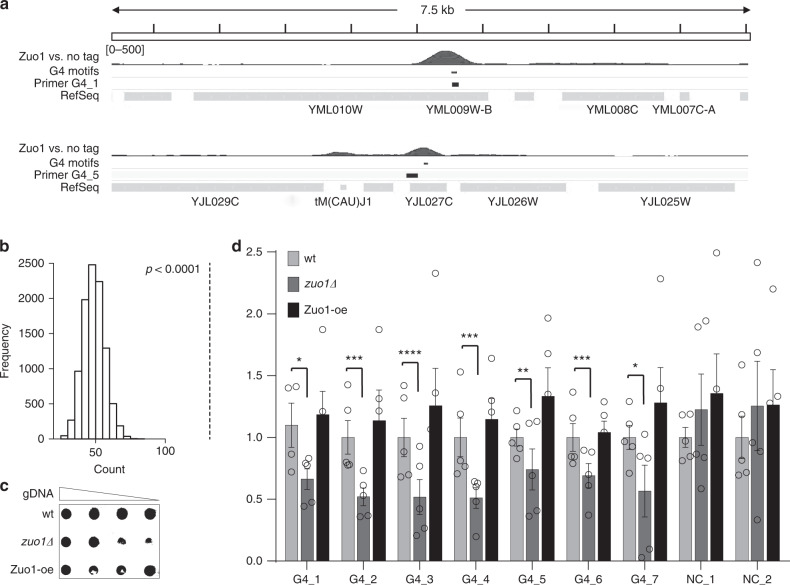
Zuo1 binds G4 motifs genome-wide and support G4 formation. **a** IGV Genome Browser screenshot. Illustration of two 7.5 kb regions: top Chr XIII location 246,726 to 254,317 (G4_1) and bottom Chr X location 388,395 to 395,967 (G4_5). Zuo1-binding sites, location of G4 motifs and annotated genes are illustrated below. These regions were also among the regions tested in the qPCR, primers are indicated G4_1 and G4_5 (black track). **b** Genome-wide overlap of the Zuo1 peaks with G4 motifs as predicted by^4^. The black dotted line indicates a highly significant overlap *p* = 0.0001. **c** Southern–western combination to detect G4 structures in wildtype (wt), *zuo1Δ* and Zuo1-oe cells. Different amounts of genomic DNA were spotted on a membrane (2, 1, 0.5, and 0.25 µg), incubated with 2 µg/ml of BG4 antibody and detected by chemiluminescence. **d** BG4-ChIP analysis followed by qPCR of G4 levels in wt, *zuo1Δ*, and Zuo1-oe cells. Plotted are the means of *n* = 5 biologically independent experiments, which were normalized to wildtype. Error bars present ±SEM. Significance was calculated based on one-sided Student’s *t*-test. Asterisks indicate statistical significance in comparison with wildtype. *p < 0.05, ** *p* < 0.01, ***p < 0.001, ****p < 0.0001.

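Within the region on chromosome XIII, the list holds a single peak, from 250201 to 250864 with its summit at 250519 and a fold enrichment of 10.9. It lies in the coding sequence of SPT5 (YML010W) near its 3′ end. The peak contains a G4 motif from 250588 to 250651, whose plus strand reads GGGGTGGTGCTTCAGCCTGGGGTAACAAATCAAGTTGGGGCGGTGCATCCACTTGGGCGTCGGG. ERG6 (YML008C) lies 975 bp from the peak. Within the region on chromosome X, there are 2 peaks. The stronger lies from 391743 to 392190 with its summit at 391974 and a fold enrichment of 6.30, and it overlaps YJL027C. It contains a motif on the minus strand from 391990 to 392036, which on the plus strand reads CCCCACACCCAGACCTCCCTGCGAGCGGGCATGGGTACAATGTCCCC. The weaker peak, from 390862 to 391209 with a fold enrichment of 3.04, overlaps a gene for a methionine tRNA, EMT5, and no G4 motif. RNR2 (YJL026W) lies 214 bp from the stronger peak and VPS53 (YJL029C) 9 bp from the weaker.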

To test, whether Zuo1 changes the G4 structure level in the cell we analyzed the amount of folded G4 structures in Zuo1 deletion (*zuo1Δ*), Zuo1 overexpression (Zuo-oe) and wildtype cells. Genomic DNA was isolated, spotted at four concentrations on a nylon membrane and probed for G4 structures using the G4 structure-specific antibody BG4^43^. *zuo1Δ* showed ~50% less G4 structures than wildtype cells whereas no change could be determined in Zuo1-oe cells (Fig. 2c, Supplementary Fig. S2e).

Cellular G4 structure levels can also be measured by ChIP. We adapted the published protocol^44^ to yeast and performed ChIP-qPCR. First, to validate the robustness of the method we monitored G4 structure levels in wildtype cells before and after the addition of PhenDC_3_, an established G4-stabilizer^45^. We expected an increase of G4 structure levels after treatment with PhenDC_3_. The ChIP-qPCR analyses confirmed that G4 structures form in vivo at selected sites (two- to three-fold enriched compared with the no antibody control) and more G4 structures were detectable after PhenDC_3_ treatment (four- to eight-fold enriched) (Supplementary Fig. S2f). 

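Both primers of 5 of the 7 G4 regions and of both controls matched the reference exactly, and their amplicons were compared with the peaks of the pooled ChIP-seq libraries. Of these 5 regions, G4_7 overlapped a peak, with a fold enrichment of 3.67. The amplicon of G4_2 lies 109 bp from the nearest peak, which has a fold enrichment of 2.65, and that of G4_3 lies 227 bp from a peak of 2.87. Thus 3 of the 5 amplicons lie within 500 bp of a peak. The nearest peak is 1379 bp away from G4_6 and 6344 bp away from G4_4. The reverse primers of G4_1 and G4_5 matched with 4 and 3 mismatches, an allowance made after seeing the data, and both of these amplicons overlap the peaks of Fig. 2a, so that 3 of 7 amplicons overlap a peak and 5 lie within 500 bp of one. A random nuclear place of 159 bp, the median amplicon length, overlaps a peak in 10.3% of cases and lies within 500 bp of one in 19.6%. All 7 G4 regions lie within 500 bp of a G4 motif found in the reference, and 4 amplicons overlap one. The primer table labels G4_3 as Tract2, so its distance to motifs with tracts of 3 or more G may not concern the motif it was chosen for. The controls lie 12289 bp (NC_1) and 2548 bp (NC_2) from the nearest peak, and 2823 bp and 9387 bp from the nearest motif.

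**Figure D3:**
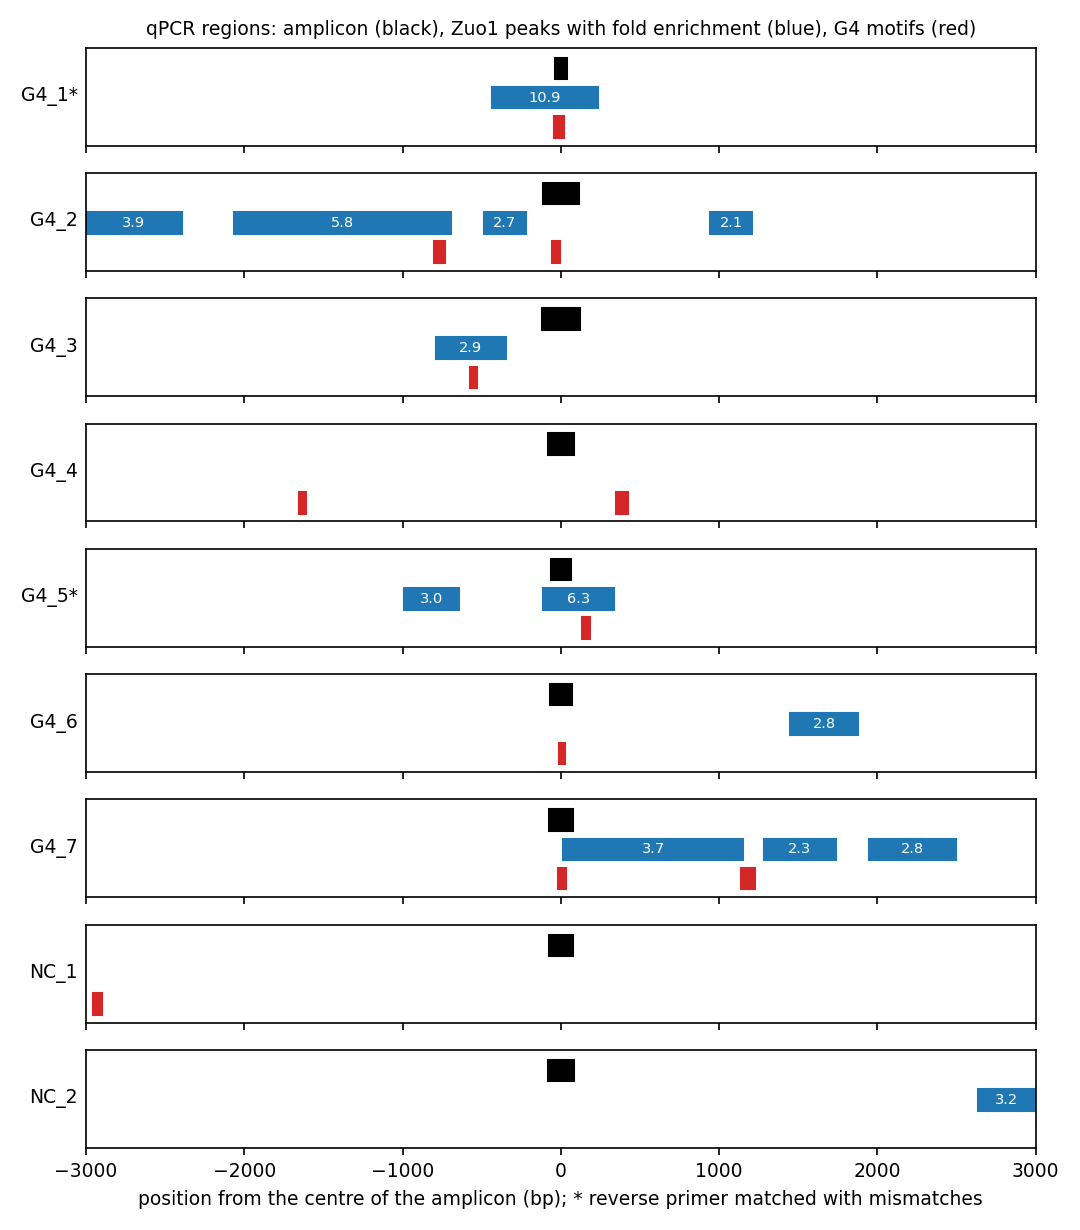
Map of the 7 G4 regions and the 2 controls, with the position in bp from the centre of each amplicon. The amplicon is black, Zuo1 peaks are blue with their fold enrichment over input, G4 motifs are red, and an asterisk marks a region whose reverse primer matched with mismatches. Blue peaks touch the black amplicon in G4_1, G4_5 and G4_7.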

Here and in all subsequent ChIP and qPCR experiments we used seven Zuo1 target sites (G4_1 to G4_7), which overlap annotated G4 motifs^4^, as well as two negative controls (NC_1, NC_2), which neither fold into G4 structures nor overlap with Zuo1-binding sites (see Supplementary Table S1 for qPCR primer).

We monitored G4 structures by ChIP in wildtype, *zuo1Δ* and Zuo1-oe cells. Similar to the previous experiment, a two-fold decrease in G4 signal was measured at all selected Zuo1 target sites in *zuo1Δ* cells (Fig. 2d). No significant changes in G4 structure levels were detected upon overexpression of Zuo1. We explain this by the finding that Zuo1 binds to a specific subset of G4 regions that do not increase upon Zuo1 overexpression. Meaning increasing amounts of Zuo1 do not increase the G4 targets that are bound by Zuo1. These data showed that Zuo1 binds to G4 structures and supports their formation.

### Zuo1 function at G4 has a positive effect on cellular fitness

To understand the cellular role of Zuo1 and the underlying cellular processes, we monitored the cellular consequences of Zuo1 deletion. As the first sign of an unbalanced homeostasis cellular growth is impaired. Changes in cellular growth can be monitored in liquid or on plates. The doubling time of *zuo1Δ* cells increased to 144 min as compared with 90 min in wildtype cells (Fig. 3a, b, *p* = 0.0003). We induced G4 structure formation chemically by adding PhenDC_3_ to wildtype and *zuo1Δ* cells (Supplementary Fig. S2f) to assess whether the observed growth defect (Fig. 3a) is due to reduced G4 structures in the cells (Fig. 2c, d). We monitored growth by spotting different concentrations of yeast cells on plates containing 10 µM PhenDC_3_. Upon PhenDC_3_ addition no changes in colony formation for wildtype cells was detected, but for *zuo1Δ* cells colony formation was increased indicating that G4 structure stabilization rescued the growth defect of *zuo1Δ* (Fig. 3b). In liquid media, we confirmed that PhenDC_3_ treatment significantly rescues the growth defects of *zuo1Δ* (without PhenDC_3_ 144 min, with PhenDC_3_ 112 min doubling time, Supplementary Fig. S3a).

**Fig. 3:**
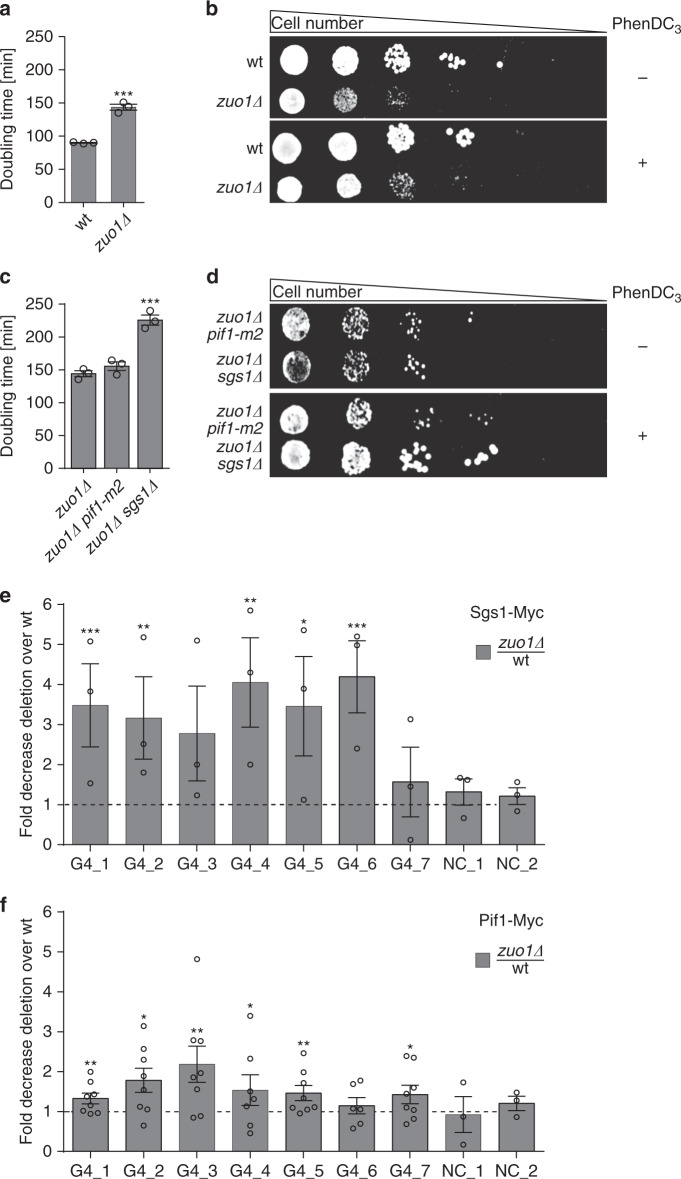
Zuo1 function at G4 has a positive effect on cellular fitness. **a**–**d** Monitoring of growth changes in different yeast cells **a**, **c** Growth curves in liquid media were performed and doubling times (minutes) were calculated using the indicated yeast strains. Plotted are the means of n = 3 biologically independent experiments. Error bars present ±SEM. Significance was calculated based on one-sided Student’s *t*-test. Asterisks indicate statistical significance: *p < 0.05, **p < 0.01, ***p < 0.001. **b**, **d** A serial dilution of yeast cells was spotted on rich media with and without 10 µM PhenDC_3_. Growth changes and sensitivity of *n* = 3 biologically independent experiments were monitored by colonies formation. **e**, **f** ChIP analysis followed by qPCR that monitored the binding of either Sgs1 (**e**) or Pif1 (**f**) to seven Zuo1 targets (G4_1–7) and two controls (NC_1,2) was monitored after ChIP and qPCR. ChIP was performed in wildtype and *zuo1Δ* cells. Presented data show fold decrease zuo1*Δ*/wt ± SEM. For all experiments, the means of three biological replicates were plotted. Significance was calculated based on one-sided Student’s *t*-test. Asterisks indicate statistical significance in comparison with wildtype cells. *p < 0.05, **p < 0.01, ***p < 0.001.

Pif1 and the RecQ helicase Sgs1 have been described to regulate G4 structures in yeast^5,9,13^. We therefore questioned whether Zuo1 interacts with known G4-unwinding helicases. To test whether Zuo1 functions in the same pathway as either Sgs1 or Pif1, we created *zuo1Δ sgs1Δ* and *zuo1Δ pif1-m2* yeast strains. Cells with a specific point mutation in the *PIF1* gene (*pif1-m2*) lack the nuclear isoform of Pif1 but express the mitochondrial isoform^46^. Both *sgs1Δ* and *pif1-m2* do not have a growth defect^46,47^. The double mutants *zuo1Δ sgs1Δ* and *zuo1Δ pif1-m2* exhibited prolonged doubling time compared with *zuo1Δ* (Fig. 3c). Doubling times of 225.6 min for *zuo1Δ sgs1Δ* and 155.4 min for *zuo1Δ pif1-m2* were determined. This hints that Zuo1 does not act in the same pathway as Sgs1 and Pif1 because the double mutant would not increase the initial growth defect otherwise (Supplementary Fig. S3b,c shows the growth rates of single and double mutants). To test whether the growth defects in the double mutants are due reduced G4 structures, we stabilized G4 structures by adding PhenDC_3_. The growth defect in *zuo1Δ sgs1Δ* was rescued after the re-stabilization of G4 structures, indicating that Sgs1 and Zuo1 functions are likely connected to G4 structures (Fig. 3d, Supplementary Fig. S3d). No growth changes were observed in *zuo1Δ pif1-m2* cells after PhenDC_3_ addition. To test whether either Sgs1 or Pif1 binds to Zuo1 target regions and whether this binding depends on Zuo1, we monitored Pif1 and Sgs1 binding to seven Zuo1 targets and two control regions by ChIP-qPCR (see above). Pif1 did not bind significantly to Zuo1 targets and, consequently, its binding did not change in *zuo1Δ* (Fig. 3f). Sgs1 binding was four-fold reduced in the absence of Zuo1 (Fig. 3e). These results revealed that Zuo1 and Pif1 do not act in the same pathway and targets. However, these data demonstrated that Zuo1 is essential for Sgs1 binding to these G4 sites.

### Zuo1 mediates NER pathway recognition at G4 sites

The published function of Zuo1 in transcriptional regulation^40,41^ and the potential function of G4 structures at promoters, prompted us to investigate potential transcriptional changes between wildtype and *zuo1Δ* cells. In a microarray-based screen we identified 80 up- and 142 down-regulated genes in response to Zuo1 deletion. However, no direct correlation to Zuo1 targets could be determined (Supplementary Data 3, Supplementary Fig. S3e).

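The gene table of the microarray lists 222 genes, 142 as Up and 80 as Down, and 207 of them were found in the annotation of the reference (132 Up and 75 Down). The microarray values themselves were not analysed here. The bodies of these genes were overlapped by 51 peaks where 52.8 ± 7.15 (SD over 10000 random placements) were expected, and this difference is within the spread of the placements (observed over expected 0.966, permutation test, p = 0.87, adjusted p = 0.87). A peak was found in 46 of the genes, 28 of them listed Up and 18 listed Down. Genes listed Up were overlapped by 29 peaks with 34.3 expected (permutation test, p = 0.40, adjusted p = 0.48), and genes listed Down by 22 peaks with 18.6 expected (permutation test, p = 0.49, adjusted p = 0.53). With peaks of 3-fold or more, the ratio of all genes rose to 1.35 (permutation test, p = 0.17), and that of genes listed Down to 1.97 (p = 0.044, not adjusted for the number of tests).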

It has been shown that G4 structure formation can cause DNA damage and drive DNA damage response (DDR) activation^48,49^ in the absence of helicases^13,50^. DSBs are life-threatening lesions in the genomic DNA repaired by HR or NHEJ^51^. To determine whether Zuo1 recruits either NHEJ or HR proteins to target G4 sites, we endogenously tagged yKu70 (NHEJ) and Rad50 (HR) with Myc13. ChIP-qPCR analysis in wildtype and *zuo1Δ* indicated that neither pathway is triggered at these sites nor is altered in a Zuo1-dependent fashion (Fig. 4a, b). Zuo1 binding was also not significantly altered in the absence of either Rad50 or yKuo70 (Supplementary Fig. S4a,b). These results agree with the lack of a significant overlap between Zuo1 targets and γH2ax loci (Supplementary Fig. S2b). Furthermore, rearrangement rates monitored in gross chromosomal rearrangement (GCR) assays at a G4-specific locus, did not show elevated rates in *zuo1Δ* cells either (Supplementary Fig. S4c). These results indicated that the Zuo1 function at G4 structures is not affecting DSB formation and canonical DNA repair.

**Fig. 4:**
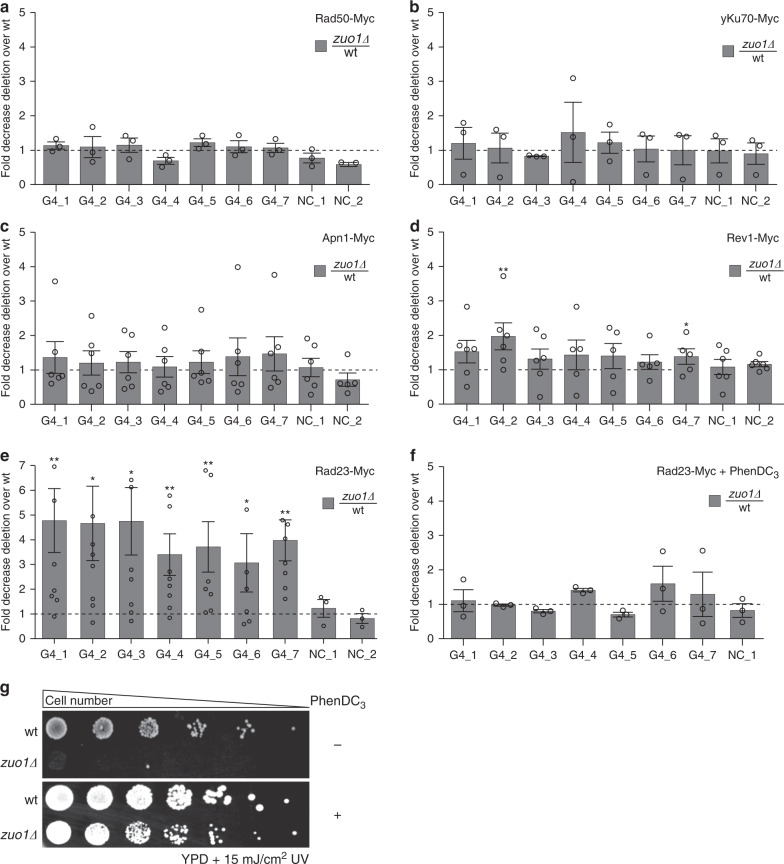
Zuo1 mediates NER pathway recognition at G4 sites. ChIP and qPCR analysis of different repair proteins in wildtype and *zuo1Δ* cells. All qPCRs were performed at seven Zuo1 targets (G4_1–7) and two controls (NC_1, 2). Presented data show fold decrease zuo1*Δ*/wt ± SEM of *n* = 3 biologically independent experiments. **a** ChIP and qPCR of Rad50-Myc. **b** ChIP and qPCR of Ku70-Myc **c** ChIP and qPCR of Apn1-Myc **d** ChIP and qPCR of Rev1-Myc **e** ChIP and qPCR of Rad23-Myc **f** ChIP and qPCR of Rad23-Myc in the presence of 10 µM of PhenDC_3_. All plotted results were based on the average of at least three independent experiments ± SEM. Significance was calculated based on one-sided Student’s *t*-test. Asterisks indicate statistical significance in comparison with wildtype cells under the same experimental conditions. *p < 0.05, **p < 0.01. **g** Yeast cells were grown on liquid media in the presence or absence of PhenDC_3_, irradiated with 15 J m^−2^ UV light (254 nm) and spotted in different concentrations of rich media. Growth changes and sensitivity were monitored by colony formation.

*zuo1Δ* cells are sensitive to DNA damage agents such as UV, bleomycin, hydroxyurea (HU), or methyl methanesulfonate (MMS) (Supplementary Fig. S4d). This implies a post-replicative function of Zuo1. TLS, base excision repair (BER) and NER are prominent post-replicative repair pathways. We monitored whether the proteins of these pathways bind to Zuo1 targets and if such interactions depend on the presence of Zuo1. We endogenously tagged for each repair pathway one protein: Rev1 (TLS), Apn1 (BER) and Rad23 (NER). We analyzed the binding of the proteins in wildtype and *zuo1Δ* cells by ChIP-qPCR. ChIP-qPCR data were normalized to *zuo1Δ*/wildtype and fold decrease was plotted. Apn1 and Rev1 showed low levels of binding to Zuo1 targets and no changes in binding between wildtype and *zuo1Δ* (Fig. 4c, d) indicating that neither BER nor TLS acts at the G4 sites targeted by Zuo1. However, Rad23 (a subunit of the Rad4/Rad23 complex; XPC in human) changed its binding pattern to G4 sites in the absence of Zuo1. Zuo1 deletion resulted in at least a three-fold decrease in the binding of Rad23 to G4 sites (Fig. 4e). These results indicated that Zuo1 supports the binding of Rad23 to G4 motifs. To exclude that this effect is specific to Rad23, we monitored the binding pattern of additional NER proteins: Rad4, Rad1 (XPF in human) and Rad2 (XPG in human) (reviewed in^52^). Similar to Rad23 also Rad4, Rad1 and Rad2 exhibit significantly reduced binding to Zuo1 target regions in *zuo1Δ* cells (Supplementary Fig. S4e–g). To understand whether reduced G4 structure levels are causing the change in NER binding, we stabilized G4 structures by adding PhenDC_3_ and measured the binding of Rad23 in wildtype and *zuo1Δ*. ChIP-qPCR analyses showed that Rad23 binding in *zuo1Δ* cells is rescued after the addition of PhenDC_3_ (Fig. 4f). This, as well as the finding that the UV sensitivity of *zuo1Δ* can also be rescued by PhenDC_3_ addition (Fig. 4g), suggested that G4 structure stabilization itself recruits NER factors to bind and function at these sites.

### Zuo1 deficiency and NER impairment increase TLS activity at G4 sites

Zuo1 binds and supports G4 structure formation leading to the recruitment of NER factors. Defects in NER^53–55^, as well as the deletion of Zuo1, resulted in severe UV sensitivity (Fig. 5c, Supplementary Fig. S4d). In order to understand whether the UV sensitivity was due to a delay in the repair of UV lesions, we analyzed the levels of γH2AX wildtype and *zuo1Δ* cells after UV radiation over time by western blot. Thymine dimers and other photo adducts occurring upon UV irradiation lead to the recruitment of RPA, XPA, and XPC-TFIIH, hence to double-strand break processing^56^. Proteins of wildtype and *zuo1Δ* cells with UV were isolated at 0, 1, and 4 h after UV exposure. Western blot analysis demonstrated that, after 4 h, most DNA damages were cleared in wild type but not in *zuo1Δ*. This data indicated a delay in eliminating UV lesions in *zuo1Δ* cells, which could explain the growth defects in *zuo1Δ* cells after UV treatment. Quantification of these western analyses revealed that without Zuo1 60% less DNA repair after UV damage occurs. We speculated that G4 structures formed upon UV damage result in Zuo1-binding, which in turn facilitates NER recruitment. To test this hypothesis, we monitored G4 structure levels in wildtype cells upon UV treatment. In line with our assumption, at least two-fold more G4 structures are detectable by ChIP-qPCR upon UV damage compared with no treatment (Fig. 5a). This is specific to UV damage, because treatment with HU (replicative damage) did not increase G4 structure levels in the cells (Fig. 5a).

**Fig. 5:**
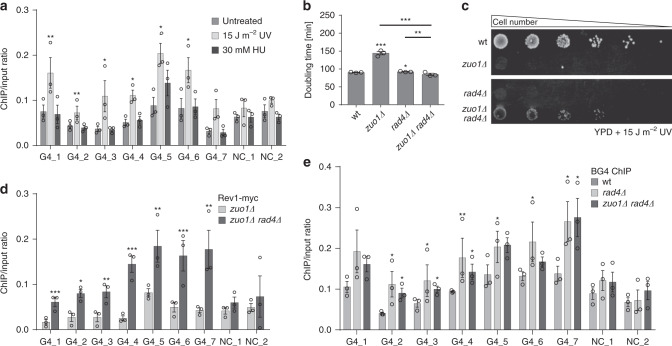
Zuo1 deficiency and NER impairment increase TLS activity at G4 sites. **a** BG4-ChIP analysis followed by qPCR of G4 levels in untreated wildtype, treated with J m^−2^ UV (254 nm) and 30 mM HU strains. Plotted are the means of *n* = 3 biologically independent experiments. Error bars present ±SEM. Significance was calculated based on one-sided Student’s *t*-test. Asterisks indicate statistical significance: *p < 0.05, **p < 0.01, ***p < 0.001. **b** Growth curves of indicated yeast strains in liquid media. Doubling times (minu) were calculated. Plotted are the means of *n* = 3 biologically independent experiments. Error bars present ±SEM. Significance was calculated based on one-sided Student’s *t*-test. Asterisks indicate statistical significance: *p < 0.05, **p < 0.01, ***p < 0.001. **c** Different concentrations of yeast cells were spotted on rich media, with or without irradiation with 15 J m^−2^ UV light (254 nm). Growth changes and sensitivity were monitored by colony formation. **d** Rev1 Myc-ChIP analysis followed by qPCR to test Rev1 binding at nine different loci. The bars show the IP value over the input of the *zuo1Δ* strain as well as the double mutant *zuo1Δ rad4Δ*. Plotted are the means of n = three biologically independent experiments. Error bars present ±SEM. Significance was calculated based on one-sided Student’s *t*-test. Asterisks indicate statistical significance: *p < 0.05, **p < 0.01, ***p < 0.001. **e** BG4-ChIP analysis followed by qPCR of G4 levels in wildtype, *rad4Δ* and *zuo1Δ rad4Δ* strains. Plotted results are the means of *n* = 3 biologically independent experiments. Error bars present ±SEM. Significance was calculated based on one-sided Student’s *t*-test. Asterisks indicate statistical significance in comparison with wildtype: *p < 0.05, **p < 0.01, ***p < 0.001.

We monitored the growth in the double deletion *zuo1Δ rad4Δ* with the aim to characterize the relation between Zuo1 and the NER component Rad4. *zuo1Δ* exhibited a growth defect, whereas *rad4Δ* did not. Remarkably, *zuo1Δ rad4Δ* suppressed the growth defect of *zuo1Δ*. The doubling time of *zuo1Δ rad4Δ* was 82 min, which is 57% faster than the single mutant *zuo1Δ* (Fig. 5b, Supplementary Fig. S5a). Both single mutants were UV sensitive (15 J m^−2^), whereas the double mutant was not (Fig. 5c). These results led us to speculate that in the double mutant *zuo1Δ rad4Δ* an alternative repair pathway is recruited to compensate for the loss of the NER activity. To understand which DDR pathway is active in *zuo1Δ rad4Δ*, we examined the binding of Rad50 (HR), Ku70 (NHEJ) and Rev1 (TLS) in *zuo1Δ rad4Δ* cells. ChIP-qPCR analyses were performed with these strains and confirmed that neither HR nor NHEJ compensates for the loss of Zuo1 and Rad4 at Zuo1 target regions (Supplementary Fig. S5b,c). However, Rev1 (TLS) showed at least a twofold increase in binding to Zuo1 target regions in *zuo1Δ rad4Δ* (Fig. 5d) compared with the single mutant *zuo1Δ*. Defects in NER (*rad4Δ*) alone were not sufficient to recruit Rev1 (Supplementary Fig. S5d).

To further examine this change in repair pathway and to connect this to G4 structure formation, we performed BG4 ChIP-qPCR analyses in wildtype, *zuo1Δ, rad4Δ,* and *zuo1Δ rad4Δ* cells. Again, less G4 structures were detectable in *zuo1Δ* compared with wildtype (Fig. 2c, d). In *rad4Δ* and *zuo1Δ rad4Δ*, significantly more G4 structures were detected compared with wildtype (Fig. 5e). These results confirmed that Zuo1 supports G4 structure formation, which stimulates the recruitment of NER components. In addition, a functional NER pathway is required for G4 unfolding. G4 structures accumulated and were accessible to TLS in cells lacking both functional Zuo1 and the NER machinery, as indicated by Rev1-binding. The activation of TLS in *zuo1Δ rad4Δ* cells did not make the cells sensitive to UV radiation, unlike the single mutants (Fig. 5c).

## Discussion

A number of studies link G4 structure formation to genome instability^9,12,14,20,22,28–30,50,57–62^. G4 structure formation has also been shown to positively influence biological processes such as telomere maintenance and transcription regulation^33,63–65^. Proteins that recognize and/or induce the formation of G4 structures are therefore required. Here, we identified 157 G4 structure-binding proteins by a Y1H screen. Among these is Zuo1 and we could show that it supports genome stability by assisting the recruitment of the NER machinery through binding and promoting the formation of G4 structures in *S. cerevisiae*.

*zuo1*Δ cells are sensitive to all tested DNA damaging agents (Supplementary Fig. S4d), which indicates that Zuo1 functions in post-replicative DNA repair. All post-replicative DNA repair processes (BER, TLS, and NER) are connected to G4 structure formation. During BER, G4 structure formation has been suggested to be stimulated by ROS-mediated oxidation of DNA and APE1 binding, which results in changes in transcription^33,34^. In eukaryotes, the polymerases Rev1, *η*, *κ,* and *θ* are involved in the replication of G4 motifs during TLS (reviewed in^66^). The helicases XPB and XPD of the NER pathway have been shown to act at G4 sites by ChIP-seq^32^. However, during post-replicative DNA repair, as well as during canonical DNA repair mechanism, G4 structure formation has been treated as the cause of the activation of the repair machinery^9,10^. Contrary, our data demonstrated that G4 structures targeted by Zuo1 do not lead to genome instability but rather support genome stability by recruiting repair factors to nearby lesions after UV damage (Figs. 2–5 and Supplementary Figs. S3, S4).

In detail, we showed that Zuo1 binding stimulates G4 structure formation (Fig. 2). However, these Zuo1-bound G4 structures did not lead to the recruitment of proteins of the HR or NHEJ machinery (Fig. 4), caused increased GCR rates (Supplementary Fig. S4c) or changed DNA replication fork progression (data not shown). Contrary, our data indicated that G4 structures formed and bound by Zuo1 positively supported the binding of the proteins of the NER machinery and contributed to NER function (Figs. 4, 5). The binding of Zuo1 to G4 structures was essential for NER function given the severe growth defect and UV sensitiveness of *zuo1*Δ cells (Figs. 2, 3 and Supplementary Fig. S4d).

The *zuo1Δ* phenotype could be unambiguously linked to the reduced cellular G4 structure levels because both the cellular doubling time and UV sensitivity could be rescued by treating *zuo1*Δ cells with the G4-stabilizer PhenDC_3_ (Figs. 3b, 4g). In addition, PhenDC_3_ also rescued the recruitment of NER machinery in *zuo1Δ*, as indicated by Rad23 binding (Fig. 4f). These data demonstrated that Zuo1 and G4 structure formation and function are mechanistically related and positively influence NER.

After UV irradiation, we observed an enrichment in G4 structure formation compared with wildtype (Fig. 5a). We argue that UV-induced G4 structures are recognized by Zuo1, which stabilizes these structures and facilitates the recruitment of NER proteins. The here presented data indicate that the function of Zuo1 at G4s is direct and not due to Zuo1 blocking the G4 regions against helicase function. Because neither the binding of Pif1 nor Sgs1 helicases are increased in Zuo1 deficient cells (Fig. 3).

These findings are in agreement with recent data showing ZRF1, the human orthologue of Zuo1, directly interacting with the NER machinery^67,68^. Although the function of ZRF1 is not clear, yet, it is conceivable to expect similarities with Zuo1 in supporting G4 structures and NER recruitment. Indeed, it has been shown that *zuo1Δ* growth defect can be rescued by expressing the human orthologue ZRF1^69^. Interestingly, the NER complex component Mms1 (DDB1 in human) can bind to G4 structures^58^, further underlining the importance of G4 formation for NER function.

In Fig. 3 we showed that not only the *zuo1Δ* growth defect was rescued by the re-stabilization of G4 structures by PhenDC_3_, but also that the binding of Sgs1 was again detectable upon G4 structure stabilization. This indicated that also Sgs1 binding to G4 structures is dependent on Zuo1 function at G4 structures. Sgs1 is a multifunctional helicase that belongs to the RecQ helicase family, which function is tightly connected to genome stability (reviewed in^70^). Defects in Sgs1 have been shown to be linked to defects in HR. Recently, it was shown that RecQ helicases also support NER in a so far unknown manner^71–75^. Sgs1 also interacts with the NER protein Rad16^76^. Combining these findings with our data (Fig. 3) we conclude that Sgs1 is recruited to Zuo1 target regions because of the presence of G4 structures. Without Zuo1, fewer G4 structures form (Fig. 2) and consequently the need for Sgs1-binding and function is reduced. Further analyzes are required to address the question of which function Sgs1 has at G4 sites during NER. A likely scenario is that Sgs1 unfolds G4 structures after NER has repaired the lesion.

In summary, our data lead to a model in which G4 structures have a positive effect on DNA repair (Fig. 6). We propose that, upon UV damage, Zuo1 is recruited at lesion sites by the formation of G4 structures. This results in the stabilization of the G4 structures in the vicinity of this lesion. This G4 stabilization stimulates the binding of the NER machinery, which results in efficient repair. Without Zuo1, less G4 structures form and the binding of NER proteins is reduced (Fig. 4). We draw the conclusion that, in the absence of Zuo1, NER is still acting at such sites but less efficiently, because *zuo1Δ* cells were UV sensitive and no other repair pathway was upregulated in *zuo1Δ*. The binding and function of NER components at G4 sites in *zuo1Δ* was underlined by the finding that without NER more G4 structures formed (Fig. 5), which in turn suggested that the NER machinery itself was involved in G4 structure unwinding. A potential candidate for this unwinding could be Sgs1 (Fig. 3). In the absence of Zuo1 and without an intact NER machinery (double deletion of *zuo1Δ* and *rad4Δ*) cells grew similar to wildtype and were no longer as UV sensitive (Fig. 5). This rescue of UV sensitivity can be explained by our finding that Rev1, the major protein involved in TLS, bound to Zuo1 target regions and compensated for the loss of Zuo1 and Rad4, most likely by repairing the lesion by TLS (Fig. 5). Rev1 bound also to G4 structures because in *zuo1Δ rad4Δ* cells more G4 structures formed in comparison to wildtype and both single mutants (Fig. 5e). This indicated that Zuo1 is not only a signal for NER but also prevents TLS at these sites. Furthermore, our findings demonstrate that G4 structures in the cell are important to assist the choice of DNA repair pathway in the vicinity of G4 structures.

**Fig. 6:**
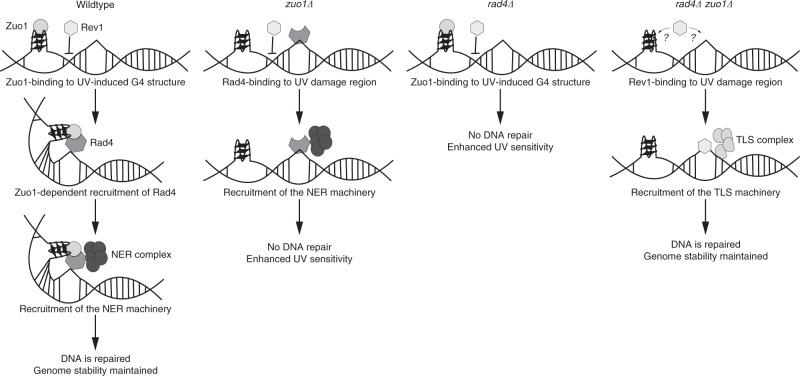
Illustration of Zuo1 function in G4 structure recognition, stabilization of DNA damage sites and the recruitment of the NER machinery. In detail, UV exposure induces thymine dimer formation in the double helix. As a consequence, more G4 structures are formed that are supported by Zuo1 in the vicinity of the lesion. This stabilization stimulates the binding of the Rad4/23 complex. In the meantime, Zuo1 blocks the binding of Rev1 to those sites. The Rad4/23 complex recruits the NER machinery to repair the lesion and restore the double helix. Without Zuo1, G4 structures are not protected and cells are UV sensitive and the NER machinery is not recruited to the UV lesion. Only in the absence of both Zuo1 and a functional NER machinery an alternative pathway (TLS) is free to bind to these sites and repair the lesion.

## Methods

### Strains, constructs, and media

All yeast strains are listed in Supplementary Table S2. All the strains used in this work are derivatives of the *RAD5* + version of W303 (R. Rothstein) or YPH background^77^. Deletions eliminated entire ORFs and were created using the pRS vector system^77^. Tagging at the endogenous locus with 13 Myc epitopes was performed by PCR using the pFA6A vector system^78^. Tagged proteins were expressed from endogenous loci and promoters. The *pif1-m2* point mutation was created by the pop-in/pop-out method using the pRS vector system^46^.

### Yeast one-hybrid screen

The yeast one-hybrid screens were performed using the Matchmaker^TM^ Gold Yeast One-Hybrid Library Screening System (Clontech). A G4 motif from chromosome IX (G4_IX_) with short flanking regions was cloned into the *S. cerevisiae* Y1HGold genome as described in the manual to construct the screening bait G4 strain. The control bait G4_mut_ was cloned using the same strategy. After determination of the minimal inhibitory concentration of Aureobasidin A (AbA), screens were performed using the *S. cerevisiae* DUALhybrid cDNA library (Dualsystems Biotech). 7 µg cDNA library plasmid were transformed into the screening strain bait-G4 according to the manufacturer’s protocol. After streaking out each yeast colony twice on selective plates the library plasmids were isolated from overnight cultures. Lysis was performed using DNA lysis buffer (2% (v/v) Triton X-100, 1% (w/v) SDS, 100 mM NaCl, 10 mM Tris HCl pH 8.0, 1 mM EDTA) and glass beads in a FastPrep instrument (MP Biomedicals™ FastPrep-24™) for 1 min at 4 °C, followed by phenol-chloroform extraction and ethanol precipitation. Plasmids were transformed in *E. coli* (XL-1 Blue) and overnight cultures were used to isolate plasmids by alkaline lysis. The obtained library plasmid was sent for sequencing using the primer GAL4ADseq (sequence from Dualsystems Biotech): 5′-ACCACTACAATGGATGATG-3′.

### Cloning, expression, and purification of Zuo1

*Zuo1* was amplified by PCR from *S. cerevisiae* genomic DNA using these primers:

SG117 (5′-AAAAAA*gaattc*ATGTTTTCTTTACCTACCCTAAC-3′),

SG118 (5′-AAAAAA*gcggccgc*TCACACGAAGTAGGACAACAAG-3′).

*Zuo1* was cloned into the *EcoR*I and *Not*I sites of a pET28a vector (Novagen). The resulting construct was confirmed by sequencing. 6 x His-tagged Zuo1 was expressed in Rosetta pLysS cells grown in LB medium supplemented with 25 µg/ml kanamycin (Applichem) and 30 µg ml^−1^ chloramphenicol (Applichem), using 1 mM isopropyl β-D-thiogalactoside (IPTG, Applichem) for induction at 18 °C overnight, following the manufacturer’s protocol and established protocols^79^.

All purification steps were carried out at 4 °C. Cell lysis was performed in lysis buffer (300 mM NaCl, 20 mM HEPES pH 7.5, 10% (v/v) glycerol, 1 mM DTT, 5 mM imidazole) using an EmulsiFlex-C5 homogenizer (Avestin). The supernatant of centrifuged cell lysate was applied onto a Ni-NTA agarose column (Thermo Scientific) pre-equilibrated with lysis buffer by gravity flow. After three washing steps with 1 column volume wash buffer (300 mM NaCl, 20 mM HEPES pH 7.5, 10% (v/v) glycerol, 1 mM DTT, 15 mM imidazole) bound protein was eluted with elution buffer (300 mM NaCl, 20 mM HEPES pH 7.5, 10% (v/v) glycerol, 1 mM DTT, 250 mM imidazole). Zuo1-containing fractions were identified by 15% SDS-PAGE and western blotting with an anti-His antibody. Buffer of combined fractions was exchanged to lysis buffer without imidazole and the protein was concentrated using an Amicon Ultra-15 Centrifugal Filter Unit (MWCO 30 kDa). The protein concentration was measured by a Bradford assay and also determined by SDS-PAGE in comparison to known amounts of bovine serum albumin (BSA, Applichem) as a standard protein.

The concentrated Zuo1-containing sample was subjected to a Superdex 200 (GE Healthcare) column and eluted with buffer (300 mM NaCl, 20 mM HEPES pH 7.5, 10% (v/v) glycerol, 1 mM DTT). BSA and aldolase were used as standard proteins for gel filtration.

### In vitro folding and analysis of G4 structures

Oligodeoxynucleotides with a G4 motif were dissolved in buffer containing 100 mM KCl. After boiling G4 formation was induced by slowly reducing the temperature to room temperature^80^. G4 structure formation was confirmed by 7% SDS-PAGE and CD measurements. Oligodeoxynucleotides for control DNA structures^81^ were treated likewise (Supplementary Table S3). Annealing was performed in annealing buffer (50 mM HEPES, 2 mM magnesium acetate, 100 mM potassium acetate) for 1 min at 98 °C, 60 min at 37 °C and 30 min at 22 °C. G4 structures and annealed control DNA structures for binding studies were desalted using illustra MicroSpin G-25 columns (GE Healthcare).

### Binding studies

20 pmol DNA was 5′-labeled with 25 µCi [γ-^32^P] ATP using T4 polynucleotide kinase (NEB). G4 and G4mut structures were purified by 7% SDS-PAGE. Control DNA (ds, bubble, fork, 4 fork) was purified using illustra MicroSpin G-25 columns. DNA-protein-binding was analyzed by double-filter binding assays^82^ using a 96-well Bio-Dot SF apparatus (Bio-Rad) and 10 nM DNA in binding buffer (50 mM Tris HCl pH 8.0, 125 mM KCl, 5 mM DTT, 10% (v/v) glycerol)^81^. Protein concentrations increased from 0 to 20 µM Zuo1. After incubation on ice for 30 min the reactions were filtered through a nitrocellulose and a positively charged nylon membrane, followed by three washing steps with binding buffer with no glycerol. The membranes were dried and analyzed by phosphoimaging on a Typhoon FLA 7000 (GE Healthcare). Percentage values of bound Zuo1 were determined using ImageQuant and were used to obtain dissociation equilibrium constants (apparent *K*_d_) by curve fitting using nonlinear regression (Prism, Graphpad). The sequences of oligonucleotides used in these studies are listed in Supplementary Table S3.

### Circular dichroism (CD) spectroscopy

CD spectra were recorded on a Jasco J-810 spectropolarimeter at 20 °C and data averaged over three scansions^58^. Oligos were dissolved in 100 mM KCl, 10 mM Tris HCl pH 7.0 buffer and annealed overnight after denaturation at 95 °C, 5 min. G4_IX_ for CD titration was dissolved in 100 mM NaCl and10 mM Tris HCl pH 7.0 buffer, heated at 95 °C for 5 min and quickly annealed on ice. Zuo1 was titrated against 2 μM DNA at 1, 2.5, and 5 Zuo1:G4 molar ratios and spectra were recorded after 30 min incubation on ice. Oligonucleotide extinction coefficients were obtained by the nearest-neighbor method and concentration determined at 95 °C. Zuo1 concentration was determined using *ε*_280_ = 4.641 × 10^4^ M^−1^ cm^−1^.

### Myc-ChIP

Myc-ChIP experiments were performed similar to previous published protocols^9^. Briefly, cells were lysed using glass beads in a Fastprep-24 and the chromatin was sheared to 200–1000 bp using a Bioruptor^®^ Pico (Diagenode) with these settings: high intensity, 30 s ON, 30 s OFF, 7 cycles. Shearing quality was assessed on an 1% agarose gel. 8 µg anti-Myc antibody (Takara) was added to the sheared chromatin and incubated for 2 h at 4 °C followed by an incubation with 80 µl Dynabeads-Protein G (Thermo Scientific) for 2 h at 4 °C. After washing three times with washing buffer (100 mM KCl, 0.1% (w/v) Tween-20, 1 mM Tris HCl pH 7.5) the bound DNA was immunoprecipitated and analyzed by quantitative PCR (qPCR) using primers indicated in Supplementary Table S1.

### BG4-ChIP

Cells were crosslinked and lysed and DNA was sheared similar to the Myc-ChIP protocol. 0.5 µg of BG4 antibody was added to 1 µg of sheared chromatin (resuspended in ChIP lysis buffer containing 1% (w/v) BSA) and incubated for 2 h at 16 °C followed by incubation with 40 µl FLAG M2 Magnetic Beads (Sigma) for 2 h at 16 °C. Beads were washed three times with washing buffer (100 mM KCl, 0.1% (w/v) Tween-20, 1 mM Tris HCl pH 7.5). Immunoprecipitated DNA was treated with Proteinase K for 1 h at 37 °C and the crosslink was reversed at 65 °C for 2 min followed by overnight incubation at 16 °C.

Immunoprecipitated DNA was purified (PCR purification kit, Qiagen) and used for subsequent qPCR analyses. qPCR was performed using the iTaq Universal SYBR Green Supermix (BioRad). Fold enrichment of binding regions was quantified using the IP/Input method normalized to non-specific binding values. Microsoft Excel was used to plot the graphs and *p* values were calculated using Student’s *t*-test.

### ChIP-seq analysis

Myc-ChIP experiments were performed as described above. For genome-wide sequencing DNA was treated according to manufacturer’s instructions (Next ChIP-seq Library Prep Master Mix Set for Illumina, NEB) and submitted to deep sequencing (HiSeq 2500 sequencer). Obtained sequence reads were aligned to the yeast reference genome (sacCer3) with bowtie^83^. Binding regions were identified by using MACS 2.0 with default settings for narrow peaks^84^. Supplementary Data 1 contains all obtained Zuo1 peaks. The ChIP input was used as a control data set. Overlap of binding sites with other genomic features and binding regions were determined using a PERL script based on a permutation analysis between the query and subject features.

### Growth assay

The strains used for growth assays are listed in Supplementary Table S2. Overnight cultures of *S. cerevisiae* strains were inoculated in YPD media to a starting OD (660 nm) of 0.1. Cultures were grown at 30 °C until an OD (660 nm) ≥ 1 was reached. Measurements were taken at 60 min intervals and doubling times were calculated from log phase OD (660 nm) values. Growth curves were performed in triplicates.

### Spot assay

Yeast cultures were inoculated at OD (660 nm) of 0.15 using stationary *S. cerevisiae* culture and grown at 30 °C until OD (660 nm) 0.8 was reached. All yeast cultures were diluted to OD (660 nm) 0.8 and dilution series with six 1:5 dilutions were prepared in a 96-well plate. From each dilution, 3 μl were spotted on a plate and, after drying, incubated at 30 °C. After 2 days the plates were scanned and the growth of strains on different media was compared with estimate the growth defects. 10 µM PhenDC_3_, 20 ng/ml Bleomycin (Calbiochem), or 100 mM HU (Sigma) was added to the medium to perform growth assays under G4-stabilizing and DNA damage conditions.

### BG4 purification

The plasmid expressing an engineered antibody specific to G4 structures (BG4)^43^ was kindly provided by S. Balasubramanian (University of Cambridge, UK). The plasmid was transformed into BL21(DE3) competent cells. Competent cells containing the plasmid were grown in 2XTY media (1.6% (w/v) bacto tryptone, 1% (w/v) bacto yeast extract and 0.5% (w/v) NaCl) and 50 μg ml^−1^ kanamycin. Pre-culture was expanded in eight ×250 ml at OD (600 nm) of 0.1. At OD (600 nm) of 0.5 BG4 antibody expression was induced with 0.5 mM IPTG (isopropyl β-D-1-thiogalactopyranoside) at 25 °C for 16 h. The cells were lysed in TES buffer (50 mM Tris-Cl pH 8.0, 1 mM EDTA and 20% sucrose) on ice for 10 min. The lysate was diluted fivefold in water and left on ice for further 10 min prior to centrifugation at 10,000 *g* at 4 °C for 30 min. The supernatant was filtered (0.2 μm) and purified on a Ni-NTA agarose (Thermo Scientific) column pre-equilibrated with TES buffer by gravity flow. The column was washed with PBS pH 8.0 containing 10 mM imidazole and BG4 antibody was eluted in PBS pH 8.0 containing 250 mM imidazole (pH was adjusted after imidazole addition). Imidazole-containing PBS was exchanged with inner cell salt buffer (25 mM Hepes (pH 7.6), 110 mM KCl, 10.5 mM NaCl, 1 mM MgCl_2_). BG4 antibody was concentrated using an Amicon Ultra-15 Centrifugal Filter Unit (Millipore). BG4 antibody was quantified on a NanoDrop spectrophotometer (Thermo Scientific) and stored at −80 °C. Purity of the BG4 preparation was monitored by SDS-PAGE.

### BG4 filter binding assay

Asynchronous cultures were grown to OD (660 nm) of 0.6 and crosslinked with 1% (v/v) formaldehyde for 10 min followed by quenching the crosslinking by the addition of 125 mM glycine. Genomic DNA extraction was performed using a MasterPure Yeast DNA Purification Kit (Epicenter). Starting with 2 µg, twofold serial dilution of the gDNA were prepared and spotted on a nylon membrane pre-equilibrate with PBS. After two washes with PBS the membrane was cross-linked in a UV-crosslinker (254 nm) at 120 J m^−2^ for 10–15 s. After blocking (2% (w/v) BSA in PBS) the membrane was incubated with 2 µg/ml BG4 for 2 h at RT in agitation. Three washes with 0.1% (w/v) Tween in PBS were followed by 1 h incubation with 1:800 FLAG-Tag Antibody (Cell Signaling). Three washes with 0.1% (w/v) Tween/PBS were followed by 1 h incubation with 1:5000 Anti-HRP antibody (Santa Cruz). All antibodies were diluted in Blocking Buffer. The membrane was scanned by a ChemiDoc™ Gel Imaging System (BioRad)

### Gross chromosomal rearrangement assay

The GCR assay was performed according to a published protocol^22^. Briefly, seven yeast cultures per GCR strain were grown at 30 °C for 48 h to saturation. 1 × 10^−7^ cells diluted in water were plated on reference (YPD) or selective plates (drop-out medium lacking uracil and arginine (US Biologicals) supplemented with 1 g l^−1^ 5-FOA and 60 mg l^−1^ canavanine sulfate (FOA + Can)). After incubation for 4 days colony formation was counted. GCR clones are colonies that grew on selective plates. GCR rate was calculated using the FALCOR web server and MMS maximum likelihood method.

### γH2AX western blot

Asynchronous cultures were grown to an OD (660 nm) of 0.6 and collected by centrifugation. Proteins were extracted by standard TCA purification and separated by SDS PAGE and transferred on a membrane. Western Blot analysis was performed with an antibody directed against γH2AX (Abcam) and Act1 (Santa Cruz Biotechnology). Proteins were detected using an enhanced chemiluminescence system (GE healthcare) and visualized with a Gel Doc XR + system (Bio-Rad). The pictures were quantified using ImageJ.

### Statistical analyses

Significance was calculated based on one-sided Student’s *t*-test. Asterisks’ indicate statistical significance in comparison with wildtype cells: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Plotted results were based on the average of *N* = 3 biologicallyindependent experiments.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

ChIP-seq data have been deposited in the National Center for Biotechnology Information (NCBI) Sequencing Read Archive under the accession number GSE149502. Additionally, Supplementary Data 2 lists all peaks of the ChIP-seq analysis and Supplementary Data 3 lists all genes that were up- or down-regulated at the microarray analysis. All data is available from the authors upon reasonable request.

# Supplementary material for: Zuo1 supports G4 structure formation and directs repair toward nucleotide excision repair
**Source:** Nat Commun. 2020 Aug 6;11:3907. doi: 10.1038/s41467-020-17701-8
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

DeMagis et al

**Zuo1 recognizes G4 structures and regulates the binding of repair factors**

**a**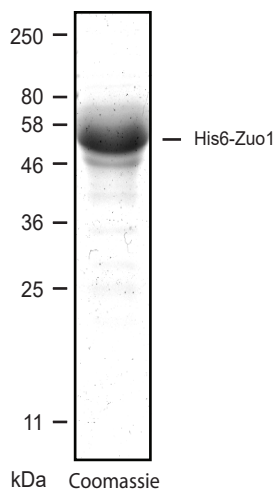**b**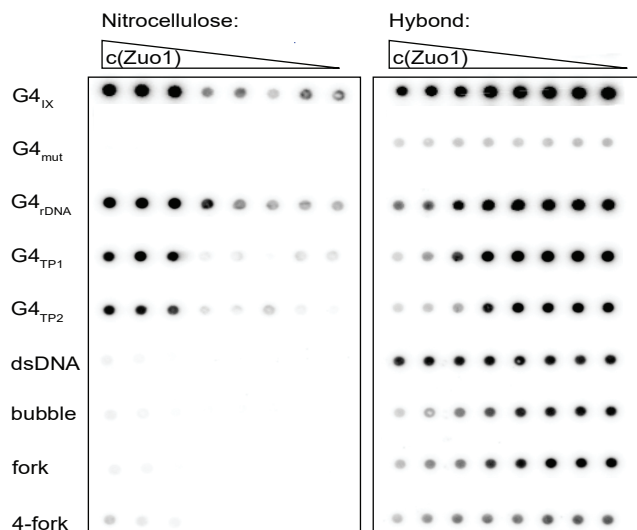**c**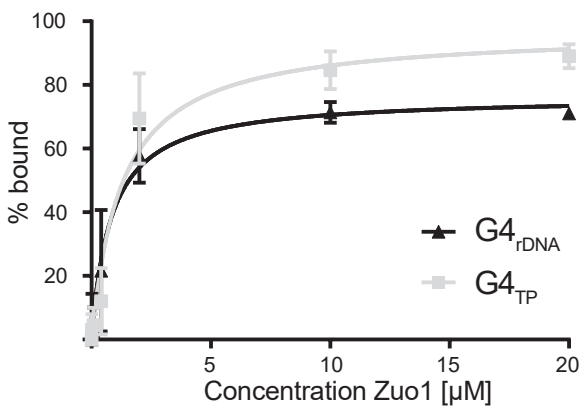**d**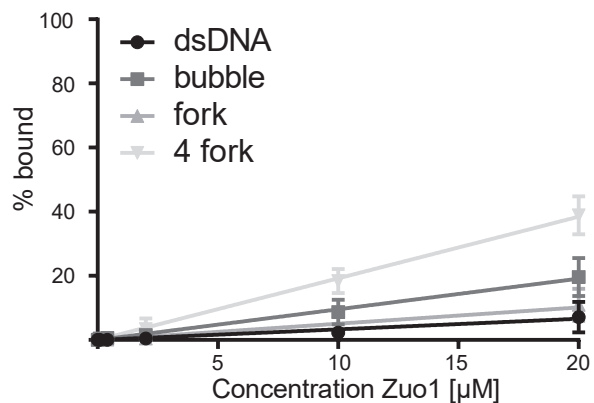**e**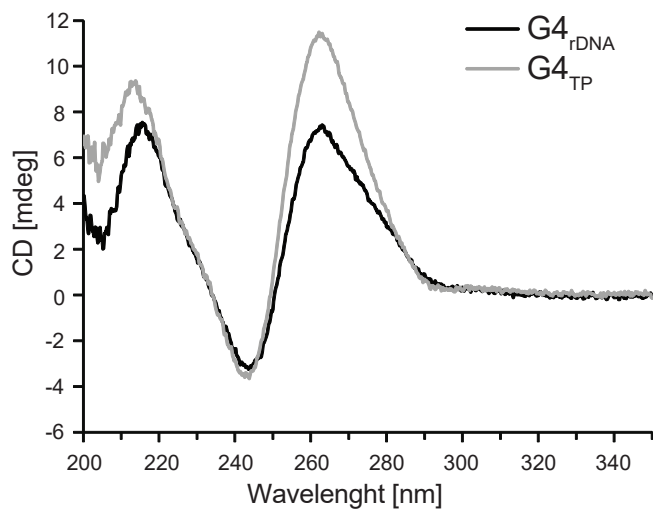**f**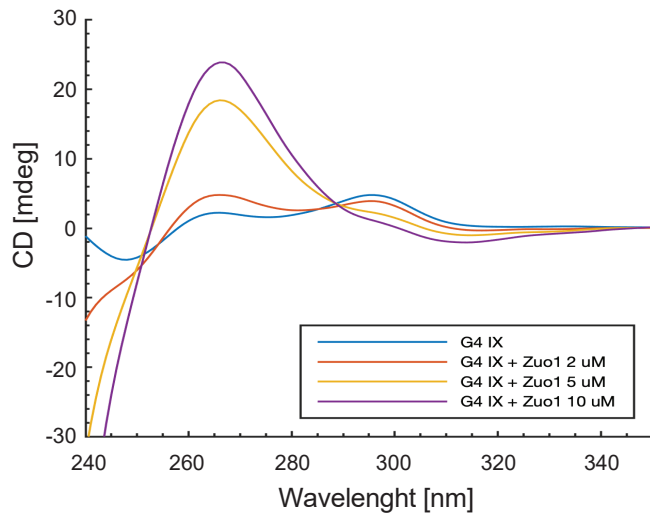

**a**

Zuo1narrowpeaks vs Promoter regions

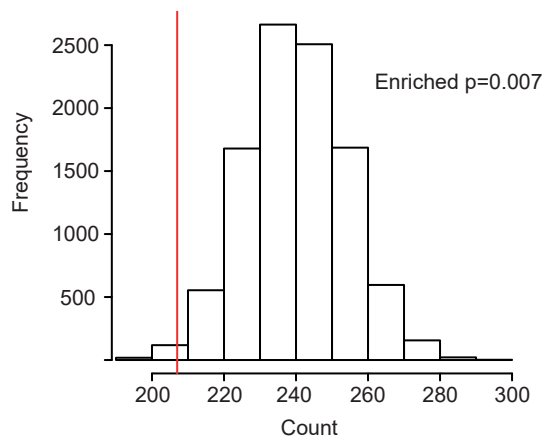**b**Zuo1narrowpeaks vs  $\gamma$ H2AX sites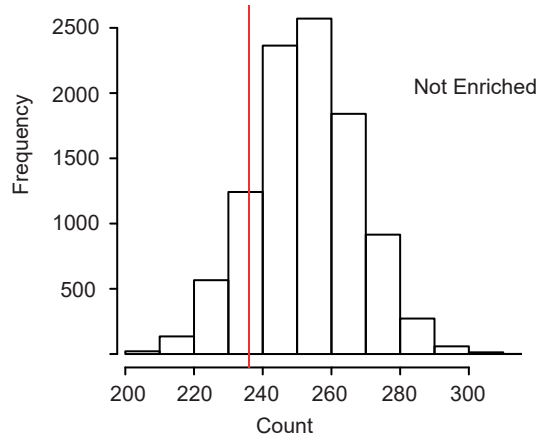**c**

Zuo1narrowpeaks vs Rloops

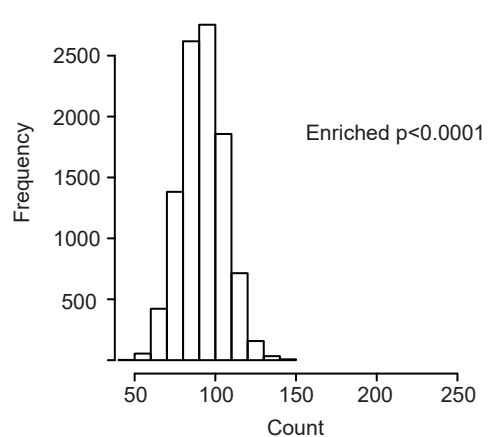**d**

Zuo1narrowpeaks vs Pol II sites

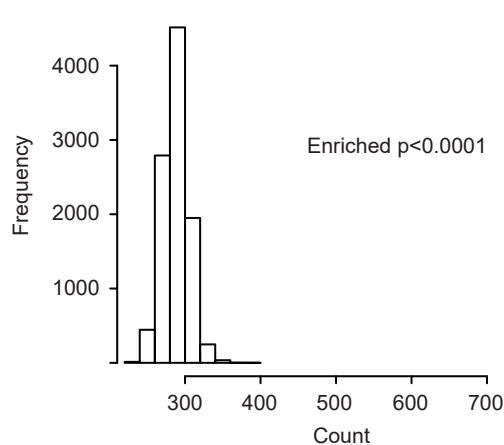**e**

|              | Mean     | SEM      |
|--------------|----------|----------|
| WT           | 1        |          |
| <i>zuo1Δ</i> | 0,555149 | 0,16645  |
| Zuo1oex      | 0,972846 | 0,113404 |

**f**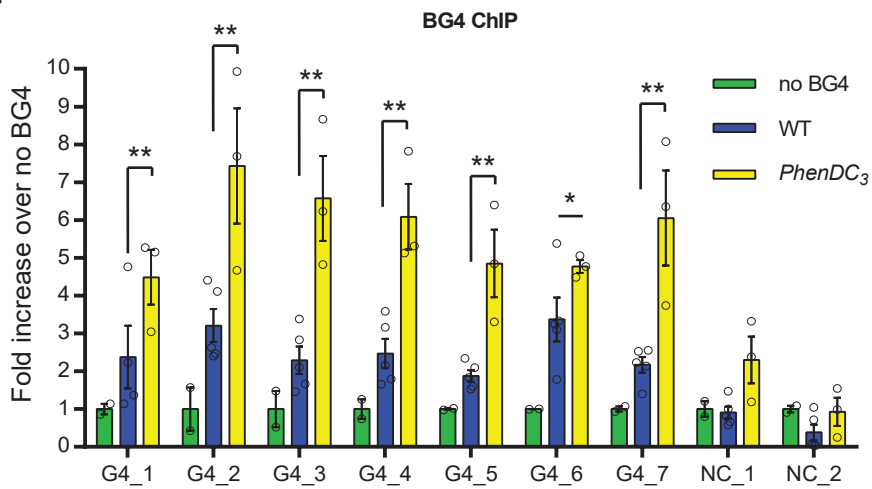

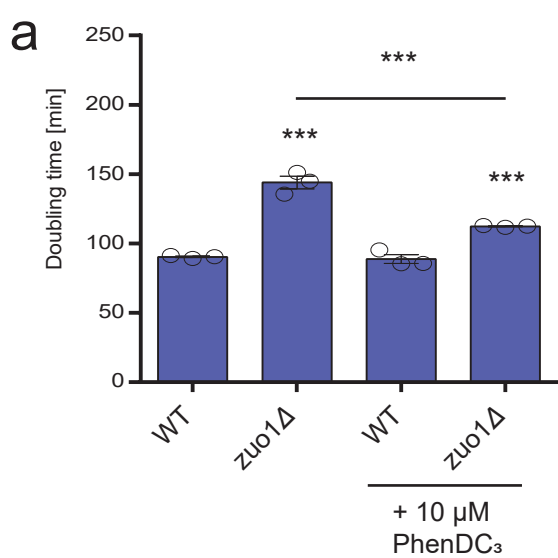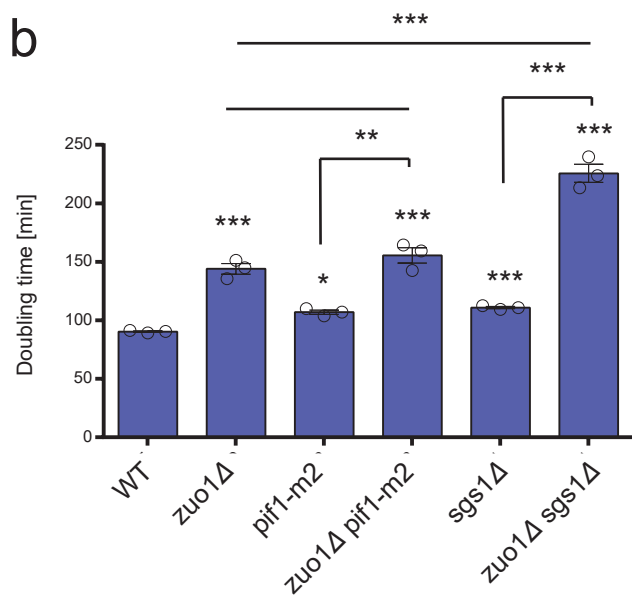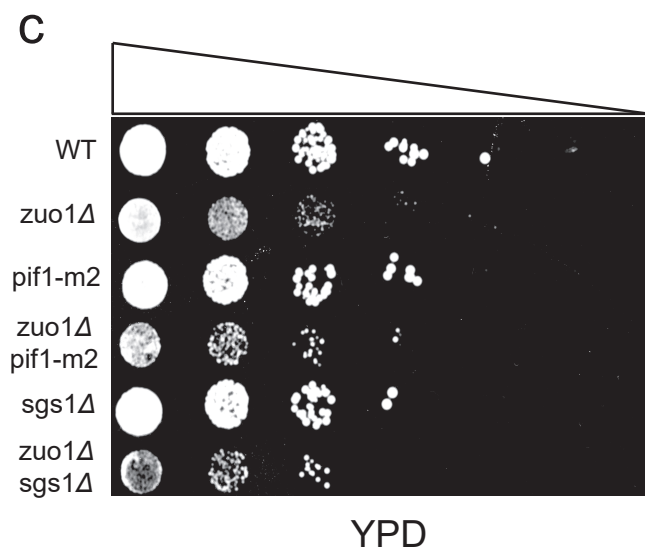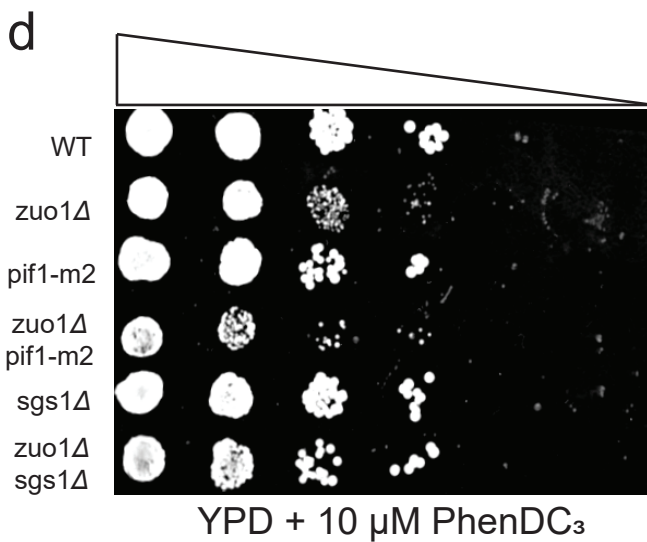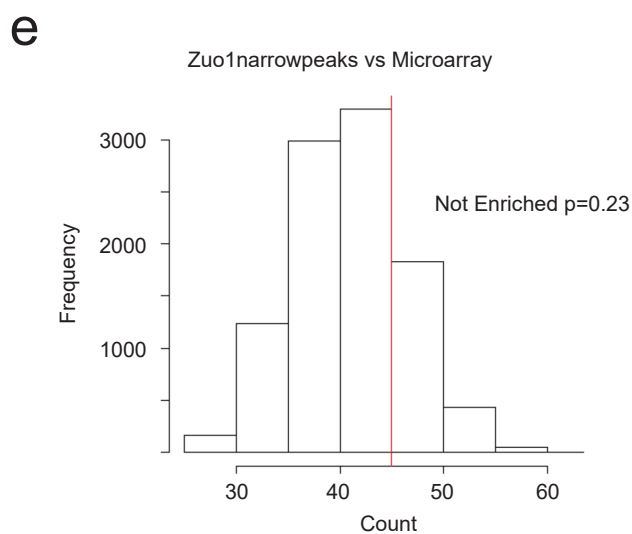

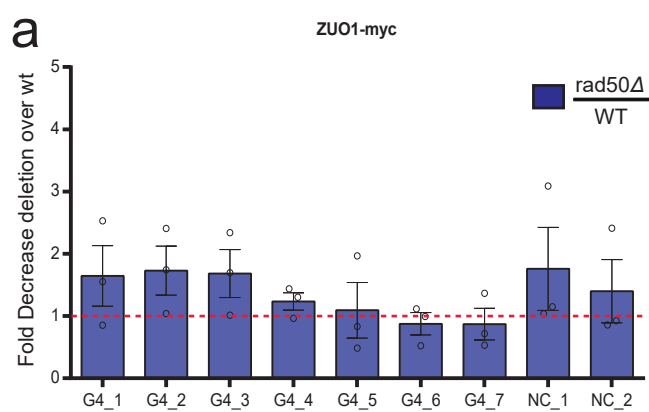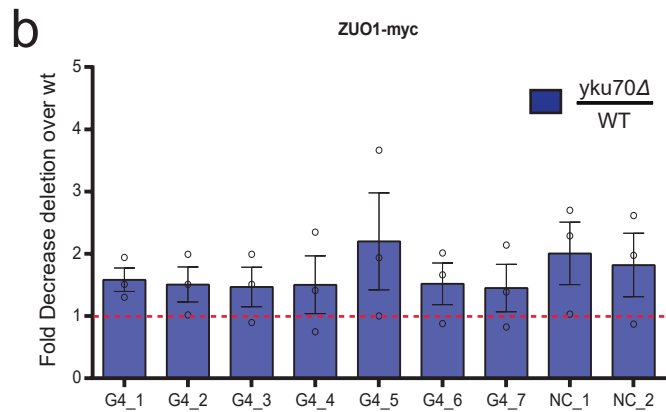

**c**

| Strains | No Insertion | G4 <sub>I</sub> | G4mut       |
|---------|--------------|-----------------|-------------|
| WT      | 1,0          | 1,1 ± 0,1       | 1,3 ± 0,04  |
| zuo1Δ   | 0,7 ± 0,03   | 2,1 ± 0,3 *     | 1,9 ± 0,1 * |

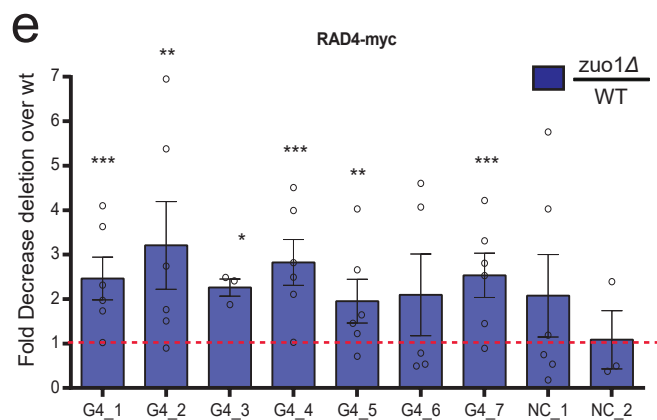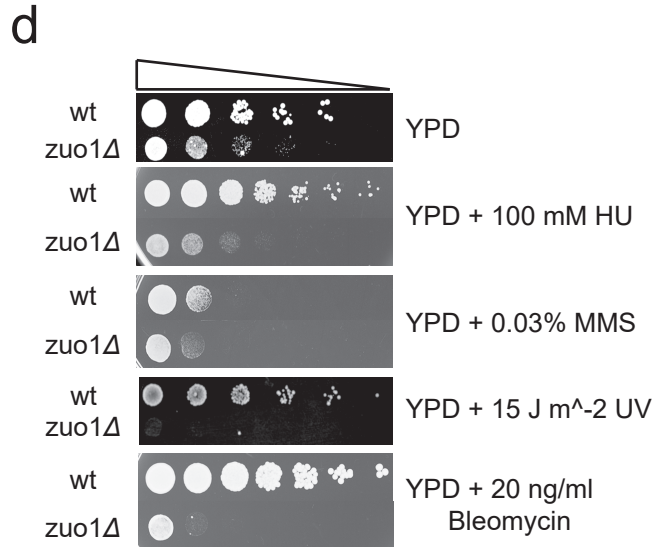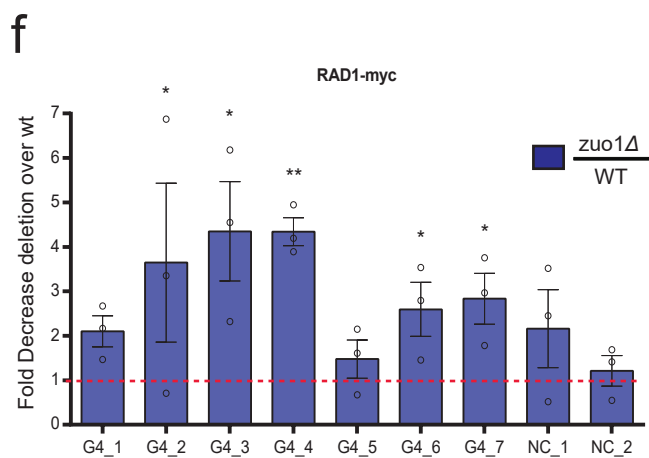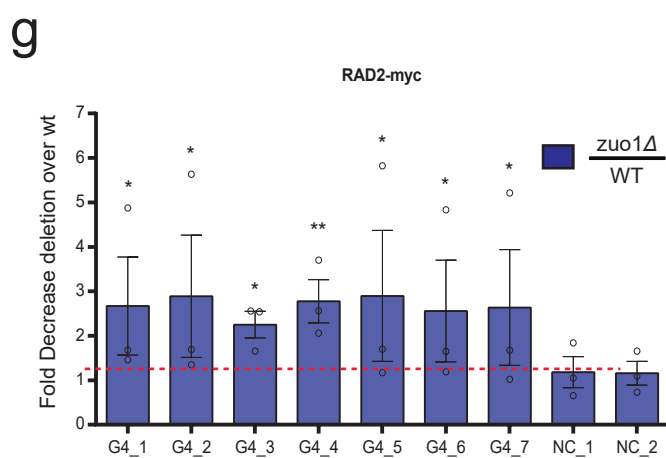

**a**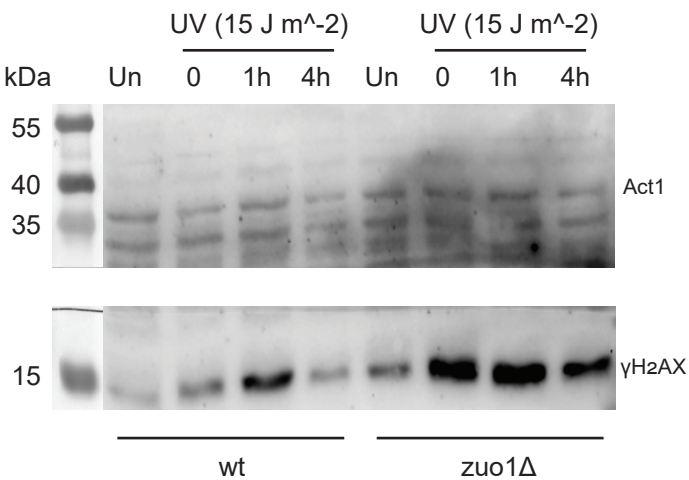**b**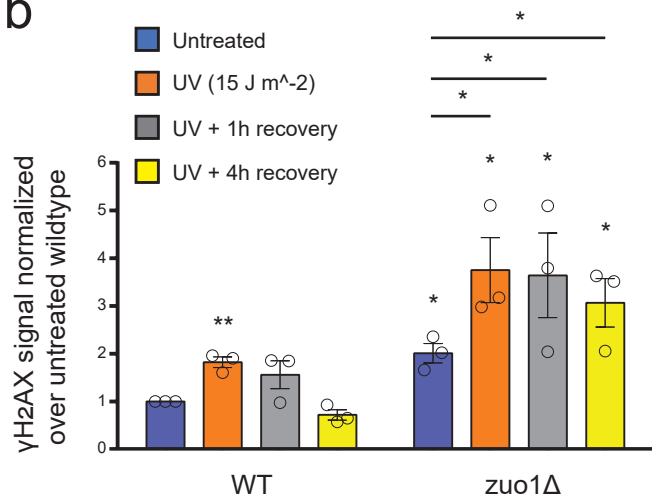**c**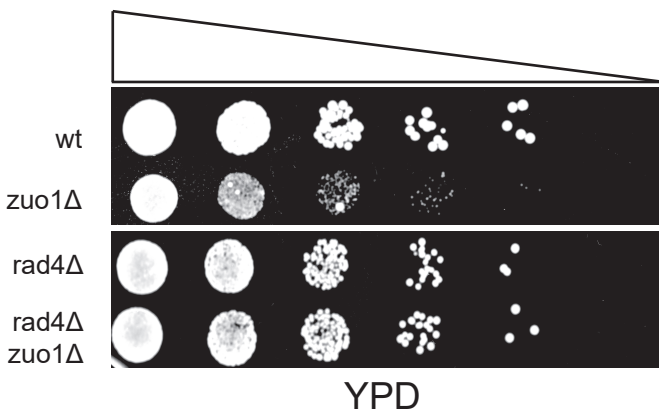**d**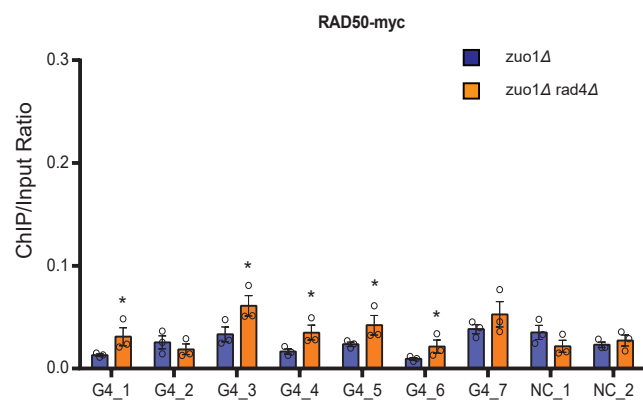**e**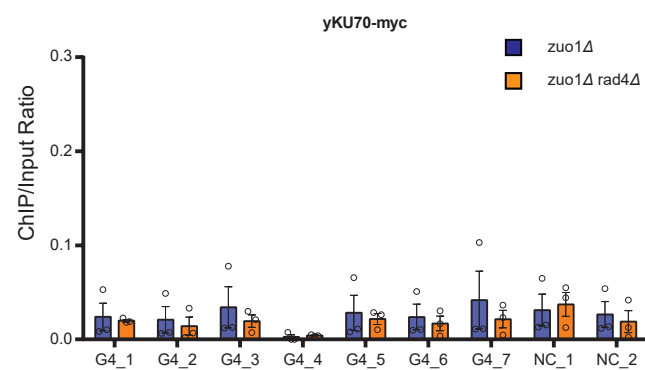**f**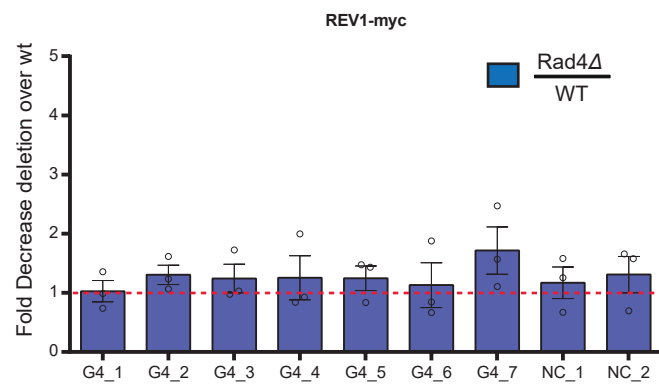

a

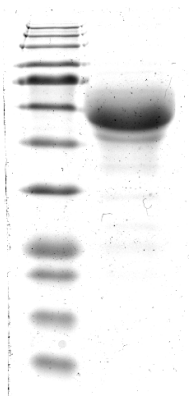

b

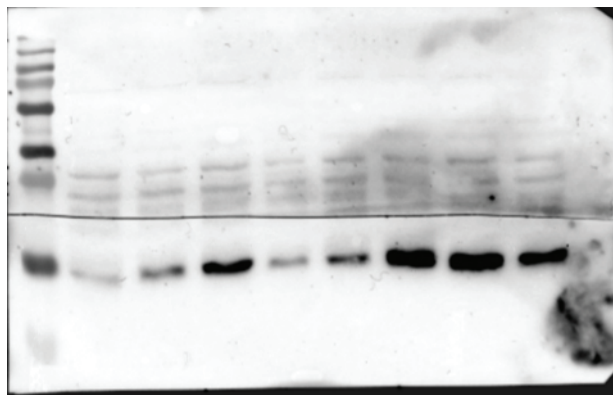

**Supplementary Table 1: qPCR primers.** The table shows the primers used for the qPCR analysis after ChIP experiments with myc or BG4 antibody. The first seven regions are selected by overlap between Zuo1 binding sites and G4 library. The last two are negative controls designed in G4 negative regions.

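The primer pairs of the table were located in the reference by exact match of both primers. G4_2 lies on chromosome XI from 527254 to 527478 between genes, and its amplicon contains a G4 motif from 527312 to 527359. G4_3 lies on chromosome I from 62099 to 62343 in the coding sequence of ERV46, and the nearest motif, from 61648 to 61690, is in the same gene. The amplicon of G4_4 on chromosome XV, from 318817 to 318975, is in SIN3. G4_6 lies on chromosome VII from 985581 to 985717 in CPD1, with a motif from 985640 to 985674. G4_7 lies on chromosome II from 680150 to 680296 between genes, close to OM14, and a motif of 51 bp, from 680207 to 680257, is inside the amplicon. The forward primers of G4_1 and G4_5 each had 1 exact match, while their reverse primers had 0. With mismatches allowed in the reverse primer, G4_1 lies on chromosome XIII from 250596 to 250670 in SPT5, and G4_5 on chromosome X from 391792 to 391920 in YJL027C. The control NC_1 lies on chromosome IV from 708571 to 708720 in ARO1, and NC_2 on chromosome XIII from 265021 to 265190 in VRL1.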

| Name | Location               | Orientation | Sequence                |
|------|------------------------|-------------|-------------------------|
| G4_1 | XIIIb: G4 (Tract3)     | Fw          | GCTTCAGCCTGGGGTAAC      |
|      |                        | Rv          | GGCACCATTAGATTCCACCAC   |
| G4_2 | XI: G4 (Tract3)        | Fw          | AATCCCGTCGCTATGCTC      |
|      |                        | Rv          | CTCCCGGTCTGTTATTTTC     |
| G4_3 | Ib: G4 (Tract2)        | Fw          | CCGATCCAGTCCCACAGTAA    |
|      |                        | Rv          | TGATCCTTGTCCCTTCCACC    |
| G4_4 | XV: G4 (Tract3)        | Fw          | ATACGCAGTATGGTGATATC    |
|      |                        | Rv          | GTTTATTGCCGATATACCTC    |
| G4_5 | X: G4 (Tract3)         | Fw          | CACAAACACATAAACACATAC   |
|      |                        | Rv          | CGGATTTTCGCATAGTTGTC    |
| G4_6 | VII: G4 (Tract3, SOL4) | Fw          | GACGTATCTTCATCGCTATC    |
|      |                        | Rv          | TATAATTACTTACAGTGCACATA |
| G4_7 | II: G4 (Tract3, OM14)  | Fw          | CTCCTCTGTTCTTGCCTCA     |
|      |                        | Rv          | TACGCAGGGACGATTAACG     |
| NC_1 | ARO1: no G4            | Fw          | CTGCAGTCACAATTCCTCT     |
|      |                        | Rv          | TACGGATACCTAACCAGTC     |
| NC_2 | XIII: no G4            | Fw          | GAGGACGAAACGATTGATG     |
|      |                        | Rv          | AGATAATGAGCCACGGTAC     |

**Supplementary Table 2: Yeast strains.** The table shows the yeast strains used for all the assay performed. Those strains are generated by myc tagging or/and deletions of the *S. cerevisiae* standard laboratory strains W303 or Yph500.

| Strain n° | Name                        | Genotype                             | Source               |
|-----------|-----------------------------|--------------------------------------|----------------------|
| 1         | <i>Wildtype</i>             | W303 MATa                            | R. Rothstein         |
| 2         | <i>zuo1Δ</i>                | MATa; <i>zuo1::his</i>               | This paper           |
| 3         | <i>pif1-m2</i>              | MATa; <i>zuo1::his</i>               | Paeschke et al. Cell |
| 4         | <i>sgs1Δ</i>                | MATa; <i>sgs1::his</i>               | Goetz et al. 2019    |
| 5         | <i>zuo1Δ sgs1Δ</i>          | MATa; <i>zuo1::trp sgs1::his</i>     | This paper           |
| 6         | <i>zuo1Δ pif1-m2</i>        | MATa; <i>zuo1::his</i>               | This paper           |
| 7         | <i>Sgs1myc</i>              | MATa; <i>zuo1::his</i>               | This paper           |
| 8         | <i>Sgs1myc zuo1Δ</i>        | MATa; <i>Sgs1-myc kan zuo1::his</i>  | This paper           |
| 9         | <i>Pif1myc</i>              | MATa; <i>zuo1::his</i>               | Paeschke et al. Cell |
| 10        | <i>Pif1myc zuo1Δ</i>        | MATa; <i>Pif1-myc kan zuo1::his</i>  | This paper           |
| 11        | <i>Zuo1myc</i>              | MATa; <i>Zuo1-myc trp</i>            | This paper           |
| 12        | <i>Zuo1myc pif1-m2</i>      | MATa; <i>Zuo1-myc trp</i>            | This paper           |
| 13        | <i>Zuo1myc sgs1Δ</i>        | MATa; <i>Zuo1-myc trp</i>            | This paper           |
| 14        | <i>Rad50myc</i>             | MATa; <i>Rad50-myc trp zuo1::his</i> | This paper           |
| 15        | <i>Rad50myc zuo1Δ</i>       | MATa; <i>Rad50-myc trp zuo1::his</i> | This paper           |
| 16        | <i>yKu70myc</i>             | MATa; <i>yKu70-myc trp</i>           | This paper           |
| 17        | <i>yKu70myc zuo1Δ</i>       | MATa; <i>yKu70-myc trp zuo1::his</i> | This paper           |
| 18        | <i>Apn1myc</i>              | MATa; <i>Apn1-myc trp</i>            | This paper           |
| 19        | <i>Apn1myc zuo1Δ</i>        | MATa; <i>Apn1-myc trp zuo1::his</i>  | This paper           |
| 20        | <i>Rev1myc</i>              | MATa; <i>Rev1-myc trp</i>            | This paper           |
| 21        | <i>Rev1myc zuo1Δ</i>        | MATa; <i>Rev1-myc trp zuo1::his</i>  | This paper           |
| 22        | <i>Rad23myc</i>             | MATa; <i>Rad23-myc trp</i>           | This paper           |
| 23        | <i>Rad23myc zuo1Δ</i>       | MATa; <i>Rad23-myc trp zuo1::his</i> | This paper           |
| 24        | <i>Rad4myc</i>              | MATa; <i>Rad4-myc trp</i>            | This paper           |
| 25        | <i>Rad4myc zuo1Δ</i>        | MATa; <i>Rad4-myc trp zuo1::his</i>  | This paper           |
| 26        | <i>Zuo1myc rad50Δ</i>       | MATa; <i>Zuo1-myc trp rad50::his</i> | This paper           |
| 27        | <i>Zuo1myc yku70Δ</i>       | MATa; <i>Zuo1-myc trp yku70::his</i> | This paper           |
| 28        | <i>Rad1myc</i>              | MATa; <i>Rad1-myc trp</i>            | This paper           |
| 29        | <i>Rad1myc zuo1Δ</i>        | MATa; <i>Rad1-myc trp zuo1::his</i>  | This paper           |
| 30        | <i>Rad2myc</i>              | MATa; <i>Rad2-myc trp</i>            | This paper           |
| 31        | <i>Rad2myc zuo1Δ</i>        | MATa; <i>Rad2-myc trp zuo1::his</i>  | This paper           |
| 32        | <i>rad4Δ</i>                | MATa; <i>rad4::kan</i>               | This paper           |
| 33        | <i>zuo1Δ rad4Δ</i>          | MATa; <i>zuo1::his rad4::kan</i>     | This paper           |
| 34        | <i>yKu70myc zuo1Δ rad4Δ</i> | MATa; <i>zuo1::his</i>               | This paper           |
| 35        | <i>Rad50myc zuo1Δ rad4Δ</i> | MATa; <i>zuo1::his</i>               | This paper           |
| 36        | <i>Rev1myc zuo1Δ rad4Δ</i>  | MATa; <i>zuo1::his</i>               | This paper           |
| 37        | <i>Rev1myc rad4Δ</i>        | MATa; <i>zuo1::his</i>               | This paper           |

**Supplementary Table 3. Binding assay's sequence.** The table shows the sequence used for the binding assay analysis.

| G4 motif            | <i>S.cerevisiae</i><br>chromosome | Sequence 5'-3'                                                                                                                                                                                                                             |
|---------------------|-----------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| G4 <sub>rDNA</sub>  | XII                               | <b>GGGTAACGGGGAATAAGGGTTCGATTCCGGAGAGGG</b>                                                                                                                                                                                                |
| G4 <sub>TP</sub>    | N/A                               | <b>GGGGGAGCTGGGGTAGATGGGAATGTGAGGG</b>                                                                                                                                                                                                     |
| G4 <sub>ChrIX</sub> | IX                                | <b>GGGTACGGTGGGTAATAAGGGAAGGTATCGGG</b>                                                                                                                                                                                                    |
| G4 <sub>mut</sub>   | N/A                               | <b>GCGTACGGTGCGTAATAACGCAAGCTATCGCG</b>                                                                                                                                                                                                    |
| dsDNA               | N/A                               | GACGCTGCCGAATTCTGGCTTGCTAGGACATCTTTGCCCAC<br>GTTGACCCG +<br>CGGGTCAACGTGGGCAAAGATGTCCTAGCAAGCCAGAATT<br>CGGCAGCGTC                                                                                                                         |
| Bubble              | N/A                               | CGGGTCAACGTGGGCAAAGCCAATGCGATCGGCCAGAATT<br>CGGCAGCGTC +<br>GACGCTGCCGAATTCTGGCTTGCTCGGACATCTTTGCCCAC<br>GTTGACCCG                                                                                                                         |
| forked<br>dsDNA     | N/A                               | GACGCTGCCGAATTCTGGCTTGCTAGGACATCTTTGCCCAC<br>GTTGACCCG +<br>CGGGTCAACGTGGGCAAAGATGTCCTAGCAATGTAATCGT<br>CTATGACGTC                                                                                                                         |
| 4 fork              | N/A                               | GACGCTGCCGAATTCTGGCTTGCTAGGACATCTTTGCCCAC<br>GTTGACCCG +<br>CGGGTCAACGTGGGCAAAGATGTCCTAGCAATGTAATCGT<br>CTATGACGTC +<br>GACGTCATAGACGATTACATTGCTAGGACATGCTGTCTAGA<br>GACTATCGC +<br>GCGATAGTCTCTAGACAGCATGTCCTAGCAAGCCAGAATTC<br>GGCAGCGTC |

## Supplementary Figures

**Fig. S1 Zuo1, an *in vitro* G4-binding protein.** **a)** Coomassie staining of purified Zuo1. 6xHis-tagged Zuo1 (52 kDa) Purification was reproducible in three independent approaches **b)** Double-filter binding assays were performed with purified Zuo1 and different DNA structures. Autoradiography visualized the Zuo1-G4 interaction on the nitrocellulose membrane, whereas unbound DNA is visible on the Hybond membrane. **c)** Quantification of Zuo1 binding to G4<sub>IX</sub> and G4<sub>mut</sub> by filter binding assay. Error bars correspond to one standard deviation of the mean of 3 independent experiments. **d)** Quantification of Zuo1 binding to dsDNA, bubble, fork and 4-fork by filter binding assay. Error bars correspond to one standard deviation of the mean of 3 independent experiments. **e)** CD spectra of folded oligonucleotides G4<sub>rDNA</sub> and G4<sub>TP</sub> in the presence of 100 mM K<sup>+</sup>. **f)** CD spectra of folded oligonucleotides G4<sub>IX</sub> in the presence of different concentrations of Zuo1 (2, 5, 10  $\mu$ M).

**Fig. S2 Zuo1 recognizes and stabilizes G4s *in vivo*.** **a)** Genome-wide correlation of the Zuo1 peaks with the promoter regions library. **b)** Genome wide correlation of the Zuo1 peaks with the regions that are high in  $\gamma$ H2AX. **c)** Genome-wide correlation of the Zuo1 peaks with the R-loop structures. **d)** Genome-wide correlation of the Zuo1 peaks with the genome-wide peaks of DNA Pol II sites. All Genome wide peaks are obtained based on three biological replicates **e)** Quantification of the BG4 filter assay. **f)** BG4-ChIP analysis followed by qPCR of G4 levels in wildtype (blue), no tag (green) and wildtype + 10  $\mu$ M PhenDC<sub>3</sub> (yellow). The bars show the G4 levels of n=3 biologically independent experiments for wildtype and wildtype + 10  $\mu$ M PhenDC<sub>3</sub> normalized over the no-tag strain (n=2 biologically independent experiments)  $\pm$  SEM. Significance was calculated based on one-sided Student's t-test. Asterisks indicate statistical significance in comparison with wildtype cells. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001.

**Fig. S3 Zuo1 function at G4 is linked to helicase action.** **a,b)** Growth analysis in liquid media, doubling times (minutes) of n=3 biologically independent experiments were calculated using indicated yeast strains. Error bars present  $\pm$  SEM. Significance was calculated based on one-sided Student's t-test. Asterisks indicate statistical significance: \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001. **a)** Rich media plus the addition of 10  $\mu$ M of PhenDC<sub>3</sub> **b)** complete media (YPD). **c,d)** Different cell numbers of yeasts were spotted on media in a serial dilution. Growth changes were monitored by colonies formation. **c)** complete media (YPD) **d)** complete media (YPD) plus the addition of 10  $\mu$ M of PhenDC<sub>3</sub> **e)** Genome-

wide correlation of the Zuo1 peaks with the up- and down-regulated genes obtained by microarray analysis.

**Fig. S4 Zuo1 drive NER pathway recognition at G4 sites. a,b)** Zuo1-Myc-ChIP analysis followed by qPCR of Zuo1 binding at 9 different loci. Decrease in binding of n=3 biologically independent experiments is plotted. Data are normalized over the wildtype strain  $\pm$  SEM. **a)** Zuo1 binding in Rad50 deletion (*rad50 $\Delta$* ). **b)** Zuo1 binding in yKu70 deletion (*ku70 $\Delta$* ) **c)** Quantification of the GCR assay. Plotted results were based on the average of, at least, three independent experiments. **d)** Yeast cells were spotted, at different concentrations (serial dilution) on different plates, including YEPD and different DNA damaging conditions (HU, MMS, Bleomycin and UV treatment), concentrations of drugs and treatment are indicated in the Figure. Growth changes and sensitivity were monitored by colonies formation. **e-g)** Binding of NER proteins by ChIP and qPCR analysis in wildtype and *zuo1 $\Delta$*  cells. All qPCRs were performed at seven Zuo1 targets and two controls. Presented data show a decrease in binding of n=3 biologically independent experiments due to the normalization: *zuo1* over wildtype strain  $\pm$  SEM. Significance was calculated based on one-sided Student's t-test. Asterisks indicate statistical significance in comparison to wildtype cells. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001. **e)** ChIP and qPCR of Rad4-Myc. **f)** ChIP and qPCR of Rad1-Myc **g)** ChIP and qPCR of Rad2-Myc Significance was calculated based on the Student's t-test. Asterisks indicate statistical significance in comparison with wildtype cells. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001. All plotted results were based on the average of, at least, three independent experiments.

**Fig. S5 Increase of TLS activity rescue the Zuo1 growth defects in the double mutant *zuo1 $\Delta$  rad4 $\Delta$***  **a)** Western Blot analysis of protein extract from wildtype and *zuo1 $\Delta$*  untreated or treated with UV light and stained with  $\gamma$ H2AX and Act1 antibodies. The treated samples are extracted directly after UV light treatment or after 1-hour recovery (1 h lanes) and 4-hour recovery (2 h lanes) in normal YPD media. Similar results were obtained in three independent experiments **b)** Western Blot quantification, values of n=3 biologically independent experiments are normalized over untreated wildtype. Significance was calculated based on one-sided Student's t-test. Asterisks indicate statistical significance: \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001. **c)** Different numbers of yeast cells were spotted on rich media in a serial dilution. Growth changes were monitored by colonies formation. **d,e)** ChIP and qPCR analysis of different repair proteins, in *zuo1 $\Delta$*  (blue) compare with the double mutant *zuo1 $\Delta$  rad4 $\Delta$*  (orange). The bars show the IP value over input  $\pm$  SEM of n=3 biologically independent experiments.

All qPCRs were performed at seven Zuo1 targets and two controls. **d)** ChIP and qPCR of Rad50-Myc. Significance was calculated based on one-sided Student's t-test. Asterisks indicate statistical significance: \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ . **e)** ChIP and qPCR of yKU70-Myc. **f)** Rev1 Myc-ChIP analysis followed by qPCR to monitor Rev1 binding to 9 different loci. The bars show the Rad1 binding decrease of  $n=3$  biologically independent experiments of the *rad4Δ* deletion normalized over the wildtype strain  $\pm$  SEM. Significance was calculated based on the Student's t-test. Asterisks indicate statistical significance in comparison with wildtype cells. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ . All plotted results were based on the average of, at least, three independent experiments.

**Fig. S6 Full scan images** **a)** Full scan images of Coomassie stained gels after Zuo1 purification (see Supplementary Figure S1a) **b)** Full scan gel image of  $\gamma$ H2AX Western Blot from Supplementary Figure S5a

# Supplementary material for: Zuo1 supports G4 structure formation and directs repair toward nucleotide excision repair
**Source:** Nat Commun. 2020 Aug 6;11:3907. doi: 10.1038/s41467-020-17701-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary data 1:** After Y1H screen, plasmids were re-isolated, re-cloned and sequenced. BLAST analysis of sequencing read of interacting proteins are listed below. Proteins are listed in alphabetical order. Numbers in the second column indicates how often we identified the peak. Zuo1 was identified 18x in Y1H screen. Y1H screen was performed in pif1-m2 strains, to enhance G4 formation in the assay. Ribosomal or proteins involved in translation are highlighted in grey.

**Supplementary data 2:** Zuo1 peaks obtained by ChIP performed with myc antibody followed by deep sequencing. The peaks were called by MACS 2.0 using standard settings. The following information are provided: chromosome, start and end coordinates, length and fold enrichment over input.

**Supplementary data 3:** Genes up and down regulate in *zuo1Δ* compared with wildtype strain.

# Supplementary material for: Zuo1 supports G4 structure formation and directs repair toward nucleotide excision repair
**Source:** Nat Commun. 2020 Aug 6;11:3907. doi: 10.1038/s41467-020-17701-8
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection The following commercial software was used to collect data: MACS 2.0, bowtie

Data analysis The following commercial software was used to analyse data: Microsoft Excel (latest release), ImageJ (latest release), GraphPad Prism 6

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The data that support the findings of this study are available via the Accession code given in the manuscript

## Field-specific reporting

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | A minimum of Biological Triplicate is used for each analysis. We have chosen 3 biological replicates to increase statistical significances, no sample size calculation was performed. Sample sizes were chosen according to our previous experience in similar experimental setups to generate statistically significant publication quality values |
| Data exclusions | No data were excluded from the analysis                                                                                                                                                                                                                                                                                                             |
| Replication     | All experiments were repeated in biological triplicates to ensure the reproducibility of the experiment. The number of replicates for each figure is clearly stated in the figure legend                                                                                                                                                            |
| Randomization   | randomization was not required                                                                                                                                                                                                                                                                                                                      |
| Blinding        | Blinding was not required                                                                                                                                                                                                                                                                                                                           |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-c-myc (Takara cat#631206), FLAG M2 Magnetic Beads (Sigma cat#M8823), Anti-γH2AX (Abcam cat#Ab15083), Anti-Act1 (Santa Cruz Biotechnology cat#SC398161), Anti-HRP (Santa Cruz Biotechnology cat#SC2031, cat#SC2357) BG4 antibody (Homemade Expression)                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Validation      | The anti-Myc antibody was validated in previous publication (e.g. Wanzek et al. doi:10.1093/nar/gkx467, Paeschke et al. doi:10.1016/j.cell.2011.04.015). A strain lacking the Myc-tag was used as a negative control of the Myc-ChIP analysis. BG4 antibody purity was monitored by SDS-PAGE after each preparation. Affinity for G4 structures was checked by IF and ChIP. As positive control cells were treated with well-known G4 stabilizers (phen-DC3). Anti-γH2AX (Abcam cat#Ab15083), Anti-Act1 (Santa Cruz Biotechnology cat#SC398161), Anti-HRP (Santa Cruz Biotechnology cat#SC2031, cat#SC2357) BG4 antibody (Homemade Expression) have been validated by their respective manufactures. |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                |
|-------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | All the strains used in this work are derivatives of the RAD5+ version of W303 (R. Rothstein) or YPH background                |
| Authentication                                                    | Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated. |
| Mycoplasma contamination                                          | N/A                                                                                                                            |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | N/A                                                                                                                            |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE149502>

Files in database submission

Bam files of the ChIP-seq experiment and file with the peaks called by MACS2

Genome browser session  
(e.g. [UCSC](#))

[https://genome-euro.ucsc.edu/s/stanmiju/DeMagis\\_2020](https://genome-euro.ucsc.edu/s/stanmiju/DeMagis_2020)

### Methodology

Replicates

ChIP-seq was performed as a duplicate

Sequencing depth

All reads are 64 bp long and single end. DeMagis\_Zuo\_IP\_1.bam, 3143419, reads, DeMagis\_Zuo\_input\_1.bam, 32810705, reads, DeMagis\_Zuo\_IP\_2.bam, 2962173, reads, DeMagis\_Zuo\_input\_2.bam, 19531001, reads

Antibodies

anti-Myc antibody (Takara), BG4 antibody (Homemade Expression)

Peak calling parameters

callpeak -t DeMagis\_Zuo\_IP\_1.bam DeMagis\_Zuo\_input\_1.bam DeMagis\_Zuo\_IP\_2.bam -c DeMagis\_Zuo\_input\_1.bam DeMagis\_Zuo\_IP\_2.bam DeMagis\_Zuo\_input\_2.bam -n zuo1 -q 0.05 -g ce

Data quality

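Of the peaks with a fold enrichment above 5, 68 (34.0%) overlap a G4 motif, compared with 32 of the 1111 peaks (2.88%) under 3-fold. The median length of these strong peaks is 709.0 bp. They include 28 peaks at chromosome ends. Over the whole list, the median fold enrichment was 4.70 in peaks with a motif and 2.38 in peaks without, a difference of 0.98 on the log2 scale (permutation test with 100000 resamples of the peaks, two-sided p = 1e-05, the smallest they can give). The test is across peaks, which are not independent replicates.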

200 peaks are enriched more than 5-fold. Fastq files were controlled by fastqc. Peaks were checked via qPCR.

Software

MACS2, bowtie2 and fastQC was used

How the deposited data were processed for this re-analysis (not part of the article)

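The measurements are ChIP-seq libraries of yeast that expresses Zuo1 with a Myc tag, 2 from immunoprecipitated DNA and 2 from input DNA. Samples were assigned to IP or input and to their replicate from the sample labels and the read numbers of the paper's Reporting Summary. The authors aligned 64 bp single-end reads to sacCer3 with bowtie (bowtie2 in the Reporting Summary) and called narrow peaks with MACS 2.0 at a q-value of 0.05 and the genome size of C. elegans, with all libraries in 1 run. The command in the Reporting Summary names 1 input library among the treatment files and 1 IP library among the control files. IP as treatment and input as control was assumed here, and the small weight of a control read in the recovered background argues against an input library among the treatment files. The deposited peak list has the layout of MACS narrow peaks under a header line of another MACS table, so its columns were read by position. In MACS, the authors computed the ratio of IP to local background at the summit (fold enrichment). The −log10 of the p-value and of the q-value at the summit, from a Poisson test of the IP against the background, was also made by the authors' run of MACS, as was the position of the summit. The deposited score is 10 times the −log10 q, rounded down. The authors' fold enrichments in this column equal those of Supplementary Data 2 digit by digit, where the decimal points are missing.

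From the deposited list, peaks were counted and compared with G4 motifs, promoters, centromeres, ARS, coding gene bodies, the genes of the microarray, tRNA genes, ribosomal protein genes, glycolytic genes, retrotransposons with their long terminal repeats, and chromosome ends (the terminal 5000 bp). The sequence and annotation were those of R64. Overlap was tested against 10000 random placements that kept the length and chromosome of each peak, and p is 2 times the smaller tail. Fold enrichment of peaks with and without a motif was compared by 100000 permutations of the peaks. The number of IP fragments and the local background at each summit were recovered from the fold enrichment, taken as the ratio of both counts after adding 1, and the Poisson p-value. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used.

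The scripts were tested on simulated data. Of 200 random peak sets, each with 1000 placements, 11 (5.5%) had p under 0.05, and the mean ratio was 1.000. With 159 peaks moved onto motifs, 210 overlaps were counted and 60.1 expected. The pileups of 980 simulated peaks were recovered in 100.0% of cases. Of 100 fold comparisons without a difference, 5 had p under 0.05.

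The read number of each library was taken from the Reporting Summary. A summit is covered by a median of 91 IP fragments, and no spread between replicates is given, since of the data only the pooled peak list was used here and the reads were not used here. Intervals from random placements describe where peaks of these lengths fall by chance and not the error between cultures.

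The tests, the motif and promoter definitions and most alternatives were chosen before the data were examined. The alternatives were a minimum fold enrichment of 3, nuclear chromosomes only, removal of the terminal 15 kb of each chromosome, the rDNA and the mitochondrial DNA, a circular shift of all peaks of a chromosome, the summit in place of 1 bp of overlap, other motif and promoter definitions, and GC-matched placements. The alternatives chosen after seeing the data were the removal of highly transcribed genes and of repeats, GC content counted outside motifs, GC-matched placements of stronger or weaker peaks, peaks under 3-fold, labels drawn within classes of GC content, a floor on the background, mismatches in the reverse primers, and the G4 motif nearest to an amplicon in place of the amplicon. The genes and regions named are, by a rule set in advance, those the paper names for the ChIP-seq data and the 10 strongest nuclear peaks, with a tie at the tenth place, and the genes they overlap. CPD1, ERV46, SIN3, VRL1, SGN1, EMT5 and RNR2 are the annotation at these regions. CEN11 and CEN13 were chosen after their values were seen. The study's own list of G4 motifs, its promoter library, and the lists of R-loops, pausing sites, γ-H2AX, Pif1 and DNA Pol2 sites were not used here. The qPCR and microarray measurements were not analysed here, apart from the gene names of Supplementary Data 3.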

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

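The tests of the explanations in this part were all chosen only after the results were seen. The results concern peaks at places for which the paper reports no overlap result, where more peaks lie than random placement gives, and the strongest peaks in the rDNA. Apart from G4 motifs in the peaks, no biological explanation was tested, since the design has a single condition. A strain without the Myc tag was not analysed here.

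Peaks overlapped tRNA genes 6.447 times as often as randomly placed peaks (207 peaks against 32.1), ribosomal protein genes 5.585 times (139 against 24.9) and glycolytic genes 4.258 times (21 against 4.9), each with the smallest permutation p of 0.0002. At tRNA genes most of these peaks were weak, as 182 of the 207 were under 3-fold. The ratio was 9.326 for peaks under 3-fold and 1.985 for those of 3-fold or more (25 against 12.6, permutation p = 0.0016). With peaks of 3-fold or more it was 3.096 at ribosomal protein genes and 6.816 at glycolytic genes. G4 motifs in these peaks are argued against, because a motif was found in 2.42% of the peaks at tRNA genes, in 1.44% of those at ribosomal protein genes and in 4.76% of those at glycolytic genes. The excess at glycolytic genes, whose products take no part in translation, is what signal at highly transcribed genes of any function would give (4.258). Such signal could arise in a ChIP without binding of the tagged protein, and it could also arise from binding of Zuo1 to transcribed chromatin. These stay open.

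Retrotransposons and their long terminal repeats were overlapped 3.976 times as often as by randomly placed peaks (268 against 67.4). The excess was in the weaker peaks, as 255 of the 268 were under 3-fold (ratio 5.618), while peaks of 3-fold or more gave 0.590 (13 against 22.0, permutation p = 0.05). The −log10 p of the 268 peaks had a median of 10.24, below the 13.85 over all peaks, so they were weaker than typical. Of them, 168 lay above 8.45, the lower quartile of all peaks, which argues against weak peaks near the calling threshold as the whole cause. Weak peaks remain open for the others. Many retrotransposons lie beside tRNA genes, and 97 of the 268 peaks also overlap one. Without the 1 kb around tRNA genes the ratio was 4.079, so the neighbouring tRNA genes do not account for the excess as a whole. Reads shared between copies of these repeats, and copies in the strain that the reference lacks, remain open. The limit of 1 read per position and strand left the input little room to rise with the number of copies, since the median background of all nuclear peaks was already at 80.5% of it, and the background of the retrotransposon peaks was 1.044 times that median.

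The terminal 5000 bp of the chromosomes were overlapped 3.380 times as often as by randomly placed peaks (71 against 21.0). Low input counts are argued against as the cause of the number of end peaks. All 71 peaks stayed past the threshold when the background was not allowed to fall below the median of nuclear peaks. This says nothing about their fold enrichments, which a low background can raise, as in TEL01R. G4 motifs were found in 36.6% of the end peaks, so motifs as defined here do not account for most of them. Repeated sequence shared between ends stays open as an untested explanation, and here too the input had little room to rise with the number of copies.

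Centromeres were overlapped 5.656 times as often as by randomly placed peaks (9 against 1.6). With the summit inside the centromere the ratio was 25.063 (6 against 0.2, permutation p = 0.0002, the smallest possible). The −log10 p of the 9 peaks had a median of 12.45, below the 13.85 over all peaks. Of them, 8 lay above 8.45, the lower quartile of all peaks. These 8 alone exceed the 1.6 expected for all peaks, which argues against weak peaks near the calling threshold as the whole cause. The exception was CEN11 with 4.93. Fold enrichment was moderate, and peaks of 3-fold or more gave a ratio of 1.515, from 1 peak against an expected 0.7, too few to decide anything. Signal that arises at centromeres without the tagged protein was not tested and stays open.

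The mitochondrial DNA carried 51 peaks, a density of 59.46 per 100 kb where the nuclear chromosomes had 10.45 to 17.99. Local background was lower there, at 0.638 of the median of nuclear peaks. With this median as a floor, 35 of the 51 peaks stayed past the threshold, which argues against low background as the whole cause, while the other 16 fell below it. Differences in mitochondrial DNA between IP and input were not tested.

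On chromosome XII, 2 peaks in the rDNA had the same fold enrichment of 11.2 (11.216). The summit of each had 522 IP fragments, exactly the most that 1 read per position and strand allows, and the background of the longer one stood at 100.0% of the same limit. With both counts at the limit, the fold enrichment at the rDNA follows from the scaling between IP and input, and it would be the same for any larger numbers of reads in both.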

How the results depend on the processing

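In this part, the GC-matched placements of weaker or stronger peaks, peaks under 3-fold, the floor on the background, the removal of genes and repeats, the mismatches in primers and the motif in place of the amplicon were chosen only after the result was seen. No paired analysis was possible because the peak list used here was called on pooled libraries, and for the same reason no replicate was left out. The reads were not used here. A background computed for a yeast genome of 12 Mb was not run, since the list gives no pileups, and the floor on the recovered background took its place. Of 106 alternatives over 16 results, 82 kept the direction and the side of the threshold, or stayed within 1.5 times the count. Some of the 82 could not change the result. Restriction to nuclear chromosomes left the ratio as it was where no feature lies on mitochondrial DNA. This holds for centromeres, microarray genes, ribosomal protein genes, glycolytic genes, retrotransposons and chromosome ends, and it says nothing about stability.

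The overlap with G4 motifs kept a ratio above 1 with p under 0.05 in 16 of 21 alternatives, with ratios from 1.440 for tracts of 2 or more G to 9.724 for the summit inside the motif. By the permutation test it was 1.139 (two-sided p = 0.083, one-sided p = 0.041) against GC-matched placements, and 1.153 (p = 0.2) for peaks of 3-fold or more without chromosome ends, rDNA and mitochondrial DNA against the same kind of placements. For peaks under 3-fold it was 0.875 (permutation p = 0.5), 0.637 (p = 0.0046) with GC-matched placements and 0.724 (p = 0.06) with GC content counted outside motifs.

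The promoter overlap passed the threshold below 1 with 250 bp (0.813), with GC-matched placements (0.898) and with the intergenic part of the promoter only (0.917, permutation p = 0.01). It lay above 1 with 1000 bp (1.039) and with peaks of 3-fold or more (1.207). The centromere overlap fell to 1.515 (permutation p = 0.97) with peaks of 3-fold or more, of which fewer could overlap. The overlap with microarray genes was above 1 with peaks of 3-fold or more (1.353), with 500 bp added upstream (1.055), with the summit inside the gene (1.149) and without chromosome ends, rDNA and mitochondrial DNA (1.039). None of these passed the threshold. With peaks of 3-fold or more it was 1.027 for genes listed Up, and 1.972 (permutation p = 0.044) for genes listed Down. Retrotransposon overlap dropped to 0.590 (permutation p = 0.05) with peaks of 3-fold or more. The cause was not tested.

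The peak count was 483 with a fold enrichment of 3 or more. Of the located G4 regions of the qPCR, 3 were within 500 bp of a peak where 1 overlapped one, and with mismatches allowed in the reverse primer 3 overlapped a peak and 5 were within 500 bp of one. The G4 motif nearest to the amplicon overlapped a peak in 2 regions, and in 4 with the mismatches allowed. Overlaps with ARS, coding gene bodies, tRNA, ribosomal protein and glycolytic genes and chromosome ends, and the higher fold enrichment of peaks with a motif, kept their direction and side of the threshold in all alternatives tried. For the fold enrichment, labels drawn within classes of peak length or GC content could change only the p-value. The difference itself was not adjusted for length or GC content. Pooled libraries and the limit of 522 fragments over a base restrict what fold enrichments can show. For the input this holds across the list, as the median background stood at 80.5% of the limit and the highest was 1.24 times the median of nuclear peaks. For the IP it holds at few peaks, as 14 had IP fragments above 80% of the limit.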

Differences from the paper's values

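No test in this part was chosen after the result was seen, apart from the mismatches in the qPCR primers, the motif in place of the amplicon and the comparison with both one-sided and two-sided p-values. Supplementary Data 3 lists 142 genes as Up and 80 as Down, while the paper's text gives 80 up- and 142 down-regulated genes. No alternative was set for these counts.

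The paper selected 7 regions by overlap between Zuo1-binding sites and its G4 library, which need not place the amplicon itself in a peak. Exact primer match located 5 of the 7 amplicons, and 1 of these overlapped a peak. With amplicons within 500 bp of a peak the number was 3, and with peaks of 3-fold or more it was 1, so none of the alternatives set before the data were examined came within 1.5 times of the paper's number. With mismatches in the reverse primer, all 7 were located, 3 overlapped a peak and 5 lay within 500 bp of one, and the latter is within 1.5 times of the paper's number. The G4 motif nearest to the amplicon overlapped a peak in 4 of the 7 regions, and in 2 of the 5 located exactly.

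The sidedness of the paper's permutation p-values was not found in its text, so one-sided p-values for enrichment and two-sided ones are both given. For the overlap with G4 motifs the paper's p is 0.0001, and the permutation p here was 0.0001 one-sided and 0.0002 two-sided, each the smallest possible with 10000 placements. Two-sided, none of the alternatives set before the data were examined came within 1.5 times, with 0.083 for GC-matched placements and 0.0002 for the others. One-sided, all of them gave 0.0001, equal to the paper's value, except GC-matched placements with 0.041. Whether GC-matched placements pass 0.05 thus depends on the choice of tails.

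For promoters, the histogram of Fig. S2a shows an observed overlap of about 210 and permutations around about 240, both read by eye, where 616 and 649.1 were counted here. Of the alternatives set before the data were examined, peaks of 3-fold or more (263 observed and 217.8 expected) and the summit inside the promoter (308 and 332.0) came within 1.5 times of both values. Peaks of 3-fold or more overlapped promoters more often than expected, however, which is opposite in direction to the values of the figure. Those with 250 bp (434 and 533.6), 1000 bp (909 and 874.8), the intergenic part (533 and 581.4), GC-matched placements (616 and 685.6), circular shifts (616 and 648.7), nuclear chromosomes (610 and 642.6) and without chromosome ends, rDNA and mitochondrial DNA (562 and 586.4) did not. The paper's p-value of the promoter overlap is 0.007, and the permutation p here was 0.083 two-sided and 0.96 one-sided. Two-sided, the intergenic part of the promoter gave 0.01, within 1.5 times of the paper's value, with fewer peaks on promoters than expected. The other alternatives set before the data were examined did not come as close, with 0.081 for 1000 bp and circular shifts, 0.082 for nuclear chromosomes, 0.14 for the summit, 0.18 without chromosome ends, rDNA and mitochondrial DNA, and 0.0002, the smallest possible, for 250 bp, GC-matched placements and peaks of 3-fold or more. One-sided for enrichment, none came within 1.5 times, with 0.04 for 1000 bp, 0.0001, the smallest possible, for peaks of 3-fold or more, and 0.92 to 1 for the others. One-sided for depletion, the permutation p of the intergenic part was 0.0051, within 1.5 times of the paper's value. It was 0.042 in the main setting, and no other alternative came within 1.5 times.

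Fig. S3e gives the overlap with the microarray genes a p of about 0.23, read by eye, and the permutation p here was 0.87 two-sided and 0.62 one-sided. Of the alternatives set before the data were examined, peaks of 3-fold or more gave 0.17 two-sided, within 1.5 times of the paper's value. Two-sided, circular shifts (0.9), 500 bp added upstream (0.69), nuclear chromosomes (0.87), the summit (0.41) and removal of chromosome ends, rDNA and mitochondrial DNA (0.81) did not come as close. One-sided, the summit (0.21) and 500 bp added upstream (0.34) came within 1.5 times, and peaks of 3-fold or more (0.086), circular shifts (0.6), nuclear chromosomes (0.62) and removal of chromosome ends, rDNA and mitochondrial DNA (0.41) did not. The distance from the paper's value thus depends on the choice of tails.

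The paper states that the peaks overlap promoters to a significant extent, whereas the number of peaks on promoters here was 0.949 times the number expected. Fig. S2a marks the overlap as enriched, with the observed value drawn at the lower side of the permutations.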

Other observations

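Of the tests in this part, the removal of the peaks at tRNA, ribosomal protein and glycolytic genes, GC content counted outside motifs, peaks under 3-fold, the narrower bins, the comparison of strong peaks with GC-matched placements, with and without chromosome ends, the tiles above 35% GC taken apart from the others, and the correlation without motif peaks were chosen only after the result was seen. The design has no second condition, so apart from G4 motifs in the GC-rich peaks no biological explanation was tested.

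The overlap of the peaks with G4 motifs (2.426 times the expected number) was tested against several explanations. Chromosome ends, rDNA and mitochondrial DNA are argued against by the ratio of 2.267 without them. Clustering of the peaks is argued against by the ratio of 2.376 under circular shifts. Without the peaks at tRNA, ribosomal protein and glycolytic genes the ratio was 2.893. Weak peaks near the calling threshold are argued against as well, since peaks of 3-fold or more gave 4.825 and peaks under 3-fold gave 0.875. The GC content of the peaks remains open, because the ratio fell to 1.139 with a permutation p of 0.083 two-sided and 0.041 one-sided against places of the same GC content. Matching on all bases counts the G and C of the motif itself, so it could also remove part of an effect of motifs. With GC content counted outside motifs the ratio was 1.471, and it was 2.071 for the peaks of 3-fold or more (permutation p = 0.0002 for both, the smallest possible).

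For the peaks of 3-fold or more, GC-matched placements left a ratio of 1.463 (114 peaks against 77.9, permutation p = 0.0002, the smallest possible), which argues against GC content as the whole cause. Without chromosome ends, rDNA and mitochondrial DNA the ratio was 1.153 (permutation p = 0.2), so GC content could account for the excess there. With GC content counted outside motifs, these peaks gave 1.626 (69 against 42.4, permutation p = 0.0002, the smallest possible). For peaks of 3-fold or more, tiles of 400 bp gave a ratio of 1.169 (permutation p = 0.056) when those with a motif were compared with those of the same GC content within 1 percentage point, and 1.186 (p = 0.04) within 0.5 points, compared with 4.87 without regard to GC content. With all peaks it was 1.004 (99 against 98.6, permutation p = 1). With GC content counted outside motifs it was 1.820 for peaks of 3-fold or more (permutation p = 0.0002, the smallest possible). The GC content of the tile and the motif itself cannot be told apart in these tiles. The result crosses the threshold with the width of the bins, and a motif raises the GC content of its tile. Tiles were drawn as if independent, although a peak can cover several neighbouring tiles, so the p-values of the tiles may be too small. The 602 tiles with a motif and the 28272 without one do not span the whole reference, so this concerns the tiled part only.

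Fold enrichment rose with the GC content of the peak, with a rank correlation of 0.505 over 1543 nuclear peaks (permutation p = 0.0001, the smallest possible, across peaks, which are not independent replicates). Mean GC content was 47.3% in nuclear peaks of 3-fold or more and 39.0% in the other nuclear peaks. G4 motifs are argued against as the whole cause, since the correlation was 0.449 without the peaks that hold one. A GC trend shared by IP and input and flattened in the input by the limit of 1 read per position and strand is argued against, since over the 1406 nuclear peaks without a motif the correlation was 0.449 as deposited and 0.463 with both counts corrected for that limit. Tiles without a motif lay under peaks of 3-fold or more in 1.52% of cases under 35% GC, in 0.50% at 35 to 40%, in 14.50% at 45 to 50% and in 75.48% at 50 to 55%, and all 26 tiles of 55% or more did. With all peaks the share was 8.63% under 35% GC and 4.11% at 35 to 40%. A GC bias of the IP libraries alone, if it rises with GC content, would not give the higher share under 35%. That share cannot decide whether such a bias causes the rise, since peaks at tRNA genes, retrotransposons and centromeres were not left out of these tiles. Above 35% such a bias is a candidate explanation that would give the rise to 75.48%. Binding of Zuo1 to GC-rich DNA would give the same rise, and both stay open there. A mock IP, which would bear on it, was not analysed here.

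The sequence G4_IX, used as bait in the paper, matches the reference on chromosome IX from 356351 to 356382, in SGN1, and its nearest peak is 5801 bp away. G4_rDNA matches chromosome XII from 457343 to 457378 and from 466480 to 466515, in the 18S rRNA genes RDN18-1 and RDN18-2, inside the longer of the rDNA peaks.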
